# Impaired differentiation potential of CD34-positive cells derived from mouse hair follicles after long-term culture

**DOI:** 10.1038/s41598-022-15354-9

**Published:** 2022-06-30

**Authors:** Yukiteru Ouji, Masayasu Misu, Tomotaka Kitamura, Daisuke Okuzaki, Masahide Yoshikawa

**Keywords:** Biological techniques, Medical research

## Abstract

Hair follicle epithelial stem cells (HFSCs), which exist in the bulge region, have important functions for homeostasis of skin as well as hair follicle morphogenesis. Although several methods for isolation of HFSCs using a variety of stem cell markers have been reported, few investigations regarding culture methods or techniques to yield long-term maintenance of HFSCs in vitro have been conducted. In the present study, we screened different types of commercially available culture medium for culturing HFSCs. Among those tested, one type was shown capable of supporting the expression of stem cell markers in cultured HFSCs. However, both the differentiation potential and in vivo hair follicle-inducing ability of HFSCs serially passaged using that optimal medium were found to be impaired, probably because of altered responsiveness to Wnt signaling. The changes noted in HFSCs subjected to a long-term culture suggested that the Wnt signaling-related environment must be finely controlled for maintenance of the cells.

## Introduction

Stem/precursor cells in skin tissue retain the homeostasis state of the epidermal layer, hair follicles, and sweat glands^1–3^. In particular, hair follicle stem cells (HFSCs), which are located at the base of the upper permanent portion of the follicular outer root sheath, have important roles in skin tissue regeneration and hair cycles, as well as hair morphogenesis^4–7^. HFSCs isolated from skin are considered to provide important information regarding hair biology, which is useful for stem cell technology related to tissue engineering including transplantation and organoid formation.

Previous studies have shown that HFSCs express several markers, including CD34, CD133, cytokeratin15 (CK15), and leucine rich repeat containing G protein-coupled receptor 5 (Lgr5)^8–12^. Although methods for obtaining HFSCs from mouse skin by use of those markers have been reported^13–18^, few investigations regarding culture methods or techniques to yield long-term maintenance of HFSCs in vitro have been conducted^19,20^. Barrandon et al*.* found that use of 3T3 fibroblast cells as feeder cells was helpful for long term cultures^21^, and others have reported that use of cytokines containing growth factors along with the extracellular matrix (ECM) allowed for expansion and maintenance of HFSCs without feeder cells^19,20^. We also previously reported isolation of HFSCs from adult murine skin tissue by fluorescent activated cell sorting (FACS) using CD34 and CD49f. (α6 integrin), selective surface markers, and then maintenance of HFSCs in vitro for a prolonged period (at least 150 days) using Wnt signal protein Wnt-3a and sequential FACS sorting^22^. However, the procedures detailed in those studies require complicated processes, such as preparation of feeder cells, addition of cytokines and matrix, and repeated FACS-based cell isolation. Therefore, it is considered that a more accessible long-term culture model for propagating HFSCs is necessary.

In the present study, simple cultures starting from HFSCs in vitro, in which commercially available culture media developed for stem cell maintenance were utilized without adding exogenous factors such as serum or feeder cells, were screened. Among those tested, one type of medium was found capable of supporting expression of CD34 in cultured HFSCs. Although use of optimal medium for serially passaged cultures increased the size of the CD34-positive cell fraction in cultured HFSCs, both the potential for differentiation and ability to induce hair follicles in vivo were found to be impaired. Furthermore, increased Wnt-7a production was observed in HFSCs cultured for a long term, which was likely related to loss of both differentiation potential and hair follicle-inducing activity.

## Results

### Characterization of HFSCs passaged with various media for short term

First, HFSC morphology, proliferation, and CD34 expression were examined after separate culturing with three types of medium, i.e., M-HK, M-ECG, and M-CnT (Fig. 1A). Morphology findings of primary HFSCs (1p-HFSCs) cultured with M-HK or M-CnT for seven days showed similar cobblestone-like shapes (Fig. 2A; M-HK, M-CnT), while HFSCs cultured with M-ECG presented a different morphology, including a spindle-like shape shown for cells that had undergone differentiation (Fig. 2A; M-ECG). The proliferation ability of HFSCs cultured with M-CnT was maintained up to 10 passages (Fig. 2A,B; M-CnT), whereas that of HFSCs cultured with M-HK showed a decrease over serial passages and was completely lost by passage 10 (Fig. 2B; M-HK). On the other hand, HFSCs cultured with M-ECG completely lost ability to proliferate during the second culture (Fig. 2B; M-ECG). Interestingly, the CD34 immunopositivity of HFSCs cultured in M-CnT medium was increased at each examination up to 10 passages (1p-HFSCs, 3.2 ± 0.98%; 2p-HFSCs, 4.2 ± 0.87%; 5p-HFSCs, 18.4 ± 1.5%; 10p-HFSCs, 63.2 ± 3.1%) (Fig. 2C; M-CnT), whereas when the cells were cultured in M-HK or M-ECG, CD34-immunopositivity became undetectable by the second culture (Fig. 2C; M-HK, M-ECG). Therefore, M-CnT was selected as the medium for longer cultivation periods in the following experiments.

**Figure 1:**
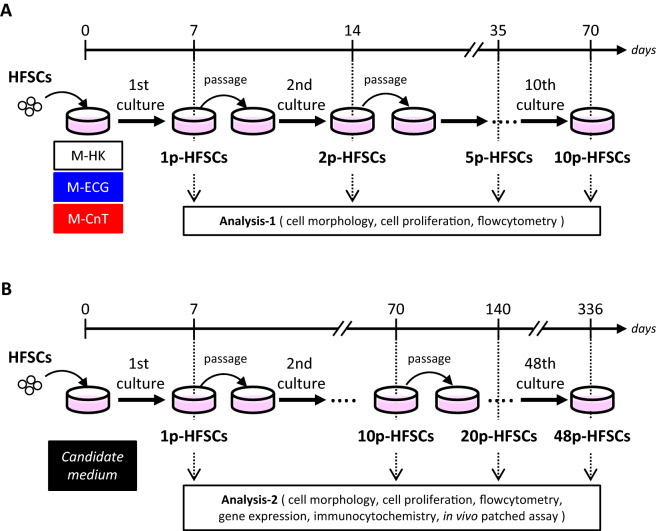
Analysis of short- and long-term cultured HFSCs. (**A**) HFSCs were cultured with various types of serum-free medium (M-HK, M-EcG, M-CnT) for a short term (10 passages), then a candidate medium was selected. (**B**) HFSCs were cultured with the candidate medium for a long term (48 passages) and subjected to various analyses.

**Figure 2:**
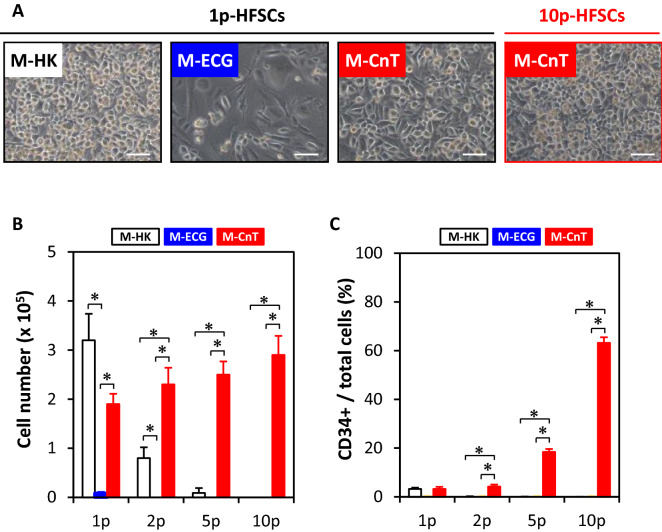
Characterization of HFSCs cultured in various medium types for short term. (**A**) Morphology results of primary HFSCs (1p-HFSCs) cultured with M-HK, M-ECG, or M-CnT for seven days. 10p-HFSCs denotes the morphology of HFSCs after 10 passages when cultured with M-CnT for 7 days. Scale bar = 50 mm. (**B**) Cell proliferation of HFSCs cultured with various types of medium (M-HK, M-ECG, M-CnT) for a short term (1p- to 10p-HFSCs). Assays of 2p-, 5p-, or 10p-HFSCs cultured with M-ECG, or 10p-HFSCs cultured with M-HK were not performed. *p < 0.05 (**C**) CD34-immunopositivity of HFSCs cultured with various types of medium (M-HK, M-ECG, M-CnT) for a short term (1p- to 10p-HFSCs). Assays of 2p-, 5p-, or 10p-HFSCs cultured with M-ECG, or 10p-HFSC cultured with M-HK were not performed. CD34-immunpositive cells were not detectable in 1p-HFSCs cultured with M-ECG, or 2p- and 5p-HFSCs cultured with M-HK. *p < 0.05.

### Characterization of HFSCs passaged for long term in M-CnT medium

Next, we investigated the characteristics of HFSCs passaged with M-CnT for a long term (Fig. 1B). Comparisons of 1p-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT showed no apparently different morphology findings (Fig. 3A), and proliferation ability was maintained or increased (Fig. 3B, C). Furthermore, the fraction of CD34-immunopositive cells gradually increased during the first 10 passages, with more than 70% of HFSCs shown to be CD34-immunopositive thereafter up to 48 passages (Fig. 3D–F). M-CnT, a commercially available serum-free culture medium, was found to maintain the morphology and proliferation ability of HFSCs along with a high rate of cells with CD34 expression during long-term cultures.

**Figure 3:**
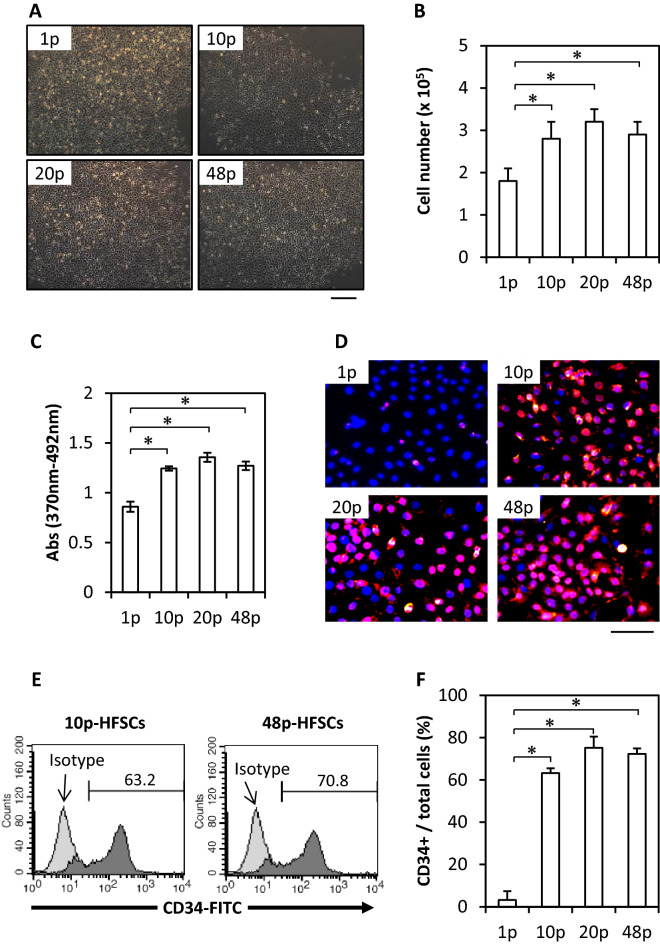
Characterization of HFSCs passaged with M-CnT for long term. (**A**) Morphology results of 1p-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT. Scale bar = 50 mm. (**B**) Cell proliferation of 1p-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT. *p < 0.05. (**C**) BrdU proliferation assay results of p1-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT. *p < 0.05. (**D**) Immunocytochemical results of CD34-positive cells among 1p-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT. CD34-positive (red) and nuclei (blue) were stained with an Alexa546 labeled secondary antibody and DAPI, respectively. Scale bar = 50 mm. (**E**) Flow cytometry results of 10p- and 48p-HFSCs cultured with M-CnT. (**F**) CD34-immunopositivity of HFSCs cultured with M-CnT for 48 passages. *p < 0.05.

### Gene expressions of HFSCs passaged with M-CnT for long term

Gene expressions of epithelial stem cell markers (*CD34, Krt15, Lhx2, Sox9*) were examined in HFSCs passaged with M-CnT using real-time qRT-PCR (Fig. 4). The expressions of *CD34* and *Krt15* were maintained up to 48 passages, while significant increases in *Lhx2* and *Sox9* were observed in 48p-HFSCs.

**Figure 4:**
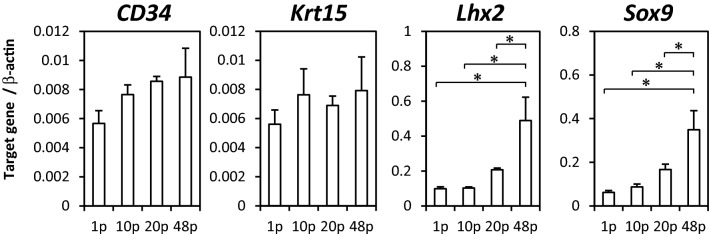
Gene expressions in HFSCs passaged with M-CnT for long term. Gene expressions of epithelial stem cell markers (*CD34, Krt15, Lhx2, Sox9*) in cultures of 1p-, 10p-, 20p-, and 48p-HFSCs with M-CnT were examined using real-time qRT-PCR. *p < 0.05.

### HFSCs lost differentiation ability during long-term culture with M-CnT

The potential of HFSCs to differentiate into follicle epithelial cells was assessed by examining those passaged with M-CnT for a long term using Wnt-10b, which is known to promote differentiation of immature epithelial cells into HFSCs^23–25^ (Fig. 5). Significant morphological changes and inhibition of proliferation of 1p-, 10p- and 20p-HFSCs were induced by Wnt-10b, while those effects were limited in 48p-HFSCs (Fig. 5A). Moreover, immunocytochemical examinations of HFSCs were performed using AE13 and AE15, known markers of cell differentiation (Fig. 5B). AE13- and AE15-immunopositive cells were detected in 1p-, 10p- and 20p-HFSCs on M-CnT cultures with Wnt-10b treatment, whereas there were few or no immunopositive cells in cultures of 48p-HFSCs (Fig. 5C, D). These findings indicated that HFSCs cultured with M-CnT lost their differentiation ability over a long term.

**Figure 5:**
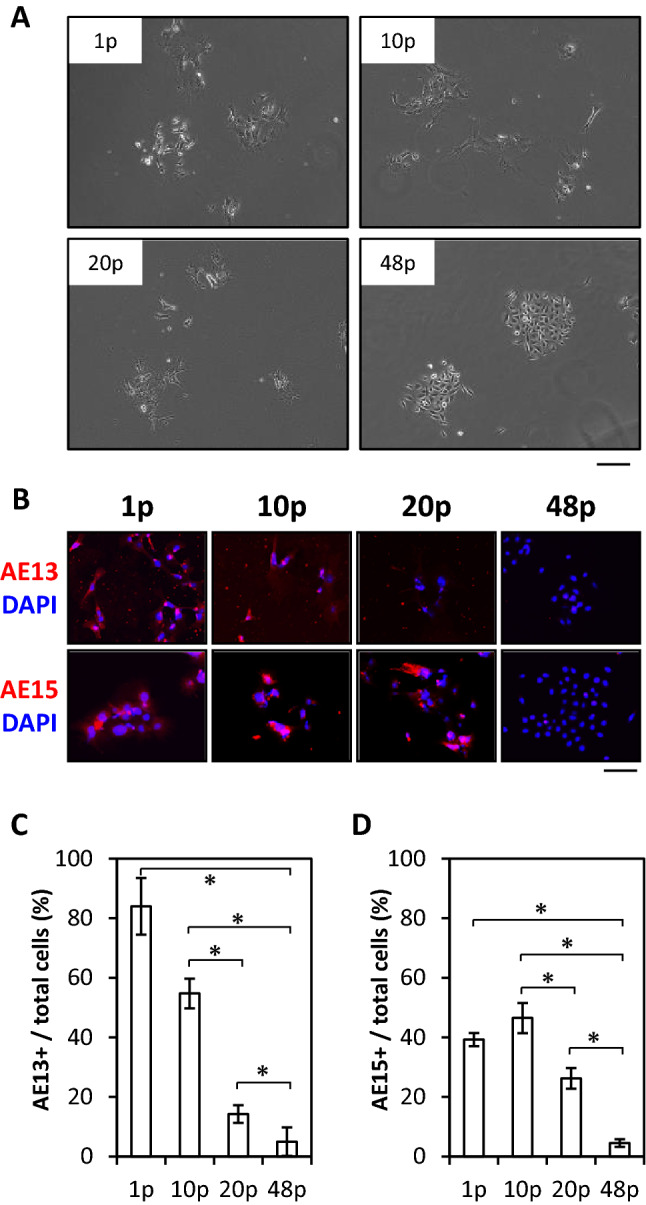
Lost differentiation ability of HFSCs during long-term culture with M-CnT. (**A**) Morphology results of 1p-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT and treated with Wnt-10b. Scale bar = 40 mm. (**B**) Immunocytochemical results obtained using AE13 and AE15, markers of cell differentiation, for 1p-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT and treated with Wnt-10b. Scale bar = 40 mm. (**C**), (**D**) Percentages of AE13- (**C**) and AE15-immunopositive (**D**) cells in 1p-, 10p-, 20p-, and 48p-HFSCs cultured with M-CnT. *p < 0.05.

### Hair follicle-inducing ability of HFSCs lost during long-term culture with M-CnT

To examine the potential of hair follicle formation of HFSCs cultured with M-CnT for a long term, in vivo patch assays were performed as a hair reconstitution experiment (Fig. 6). Epidermal cells (Epi) that included epithelial stem cells and dermal cells (DCs) were obtained from postnatal Day 2 mice, and used as the control. Large numbers of hairs were shown at four weeks after transplantation of Epi with DCs into nude mice (Fig. 6A, Epi + DCs), while a reduced level of hair induction, though still distinct, was observed using 10p-HFSCs in the reconstitution experiment (Fig. 6A, 10p-HFSCs + DCs). In contrast, there was no hair induction following transplantation of 48p-HFSCs (Fig. 6A, 48p-HFSCs + DCs). Transplantation of DCs, 10p-, or 48p-HFSCs alone also resulted in no hair induction (Supplementary Fig. S1). To examine formation of hair follicles in reconstituted skin, skin tissues were harvested, fixed, and sectioned, then stained with H&E for a histological examination (Fig. 6B). Large numbers of hair follicles were detected in transplants of Epi in combination with DCs (Fig. 6B, C, Epi + DCs), while a reduced level of hair follicle formation, though still distinct, was observed with transplantation of 10p-HFSCs with DCs (Fig. 6B, C, 10p-HFSCs + DCs). On the other hand, there was no follicle formation in tissues that received 48p-HFSCs (Fig. 6B, C, 48p-HFSCs + DCs). These results demonstrated that the ability of HFSCs to induce hair follicles was largely impaired or lost in cultures passaged for a long term.

**Figure 6:**
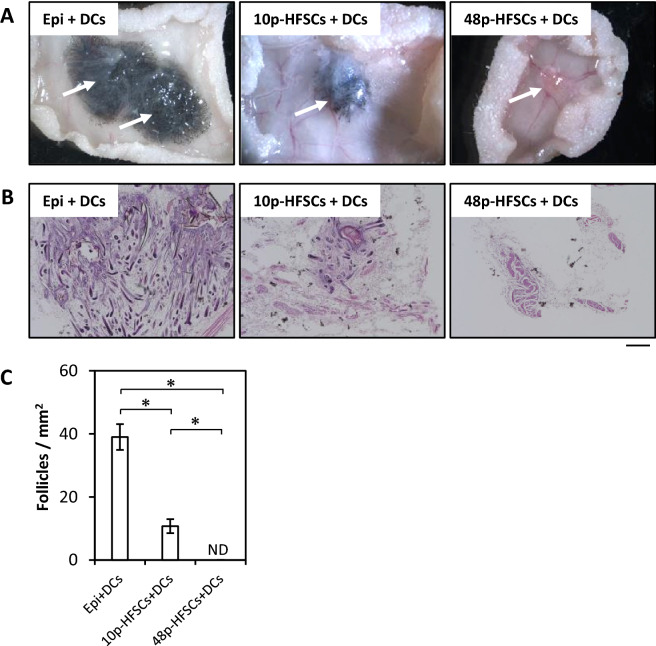
Hair follicle-inducing ability of HFSCs lost during long-term culture with M-CnT. (**A**) Results of in vivo patch assays using epidermal cells (Epi) as controls, 10p- and 48p-HFSCs passaged with M-CnT, and dermal cells (DCs) prepared from PD2 mice (Epi/DCs, 10p-HFSCs + DCs, 48p-HFSCs + DCs, respectively). (**B**) Analysis of reconstituted follicle tissues. Large numbers of hair follicles were detected in transplants of Epi or 10p-HFSCs cultured with M-CnT in combination with DCs (Epi/DCs, 10p-HFSCs + DCs, respectively), whereas that was not seen in 48p-HFSCs cultured with DCs (48p-HFSCs + DCs). Scale bar = 200 mm. (**C**) Number of mature hair follicles per mm^2^ in reconstituted skin. ND; not detectable. *p < 0.05.

### Changed responsiveness to Wnt signal inhibitors in HFSCs passaged with M-CnT during long-term culture

Loss of differentiation and hair follicle-inducing abilities were observed in HFSCs passaged for a long term in M-CnT. Wnts are well known to be deeply engaged in maintaining the stemness of HFSCs^26–28^, and we previously reported that a CD34-positive population was dependent on Wnt-3a and its disappearance following addition of Wnt signal inhibitor to cultures^22^. Therefore, in the present study, the responsiveness of HFSCs to treatment with Wnt signal inhibitors (WIF-1, XAV-939) was examined (Fig. 7). WIF-1 or XAV-939 was added on Day 0, 2, and 4 of seven-day cultures of 10p- and 48p-HFSCs in M-CnT, and CD34-immunopositivity was examined using flow cytometry (Fig. 7A). In 10p-HFSCs, a remarkable reduction in number of CD34-immunopositive cells was observed following treatment with the signal inhibitors, while that reduction effect was limited in 48p-HFSCs (Fig. 7B, C). These results indicated a distinct difference in responsiveness to Wnt signal inhibitors between 10p-HFSCs and 48p-HFSCs.

**Figure 7:**
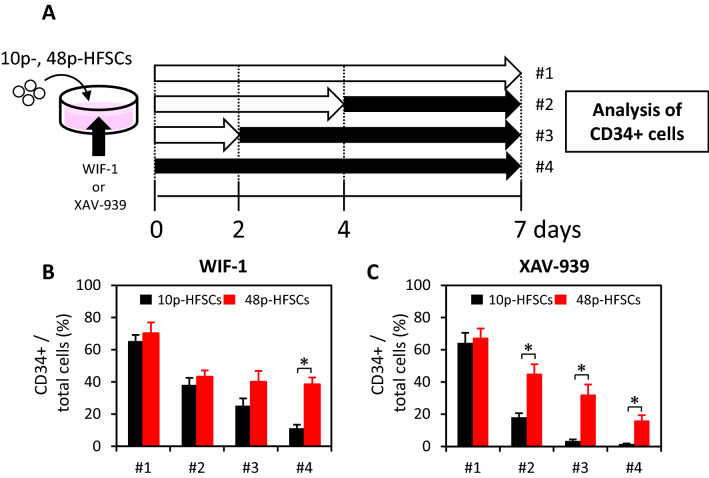
Changed responsiveness to Wnt signal inhibitors in HFSCs passaged with M-CnT for long term. (**A**) Schedules of experiments for determining responsiveness of HFSCs passaged with M-CnT for long term to Wnt signal inhibitors. Flow cytometry was used to examine CD34-immunopositivity in 10p- and 48p-HFSCs cultured with M-CnT after treatment without or with a Wnt signal inhibitor (WIF-1 or XAV-939) on Day 0, 2, and 4 (#4, #3, #2, #1, respectively). (**B**) Analysis of CD34-positive cells among 10p- and 48p-HFSCs cultured with WIF-1. *p < 0.05. (**C**) Analysis of CD34-positive cells among 10p- and 48p-HFSCs cultured with XAV-939. *p < 0.05.

### Altered characteristics of HFSCs after long-term passaged culture with M-CnT

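Polyadenylated RNA of HFSCs, the cells cultured from mouse hair follicles, was sequenced in 4 libraries, 2 of HFSCs after 10 passages (10p-HFSCs) and 2 of HFSCs after 48 passages (48p-HFSCs). Libraries were made with a stranded kit and read from one end over 101 bp. The authors mapped the reads to the mouse genome mm10 with TopHat, Bowtie2 and SAMtools, and deposited for each library the FPKM value of each gene from Cufflinks, a count of fragments scaled by exon length and by the number of mapped fragments. Each library listed the same 24346 gene symbols, and 7667 of them were at 0 in all 4 libraries. The FPKM values summed to 581516 and 719012 in replicates 1 and 2 of 10p-HFSCs, and to 666018 and 1414953 in replicates 1 and 2 of 48p-HFSCs. Read totals are not part of FPKM values, but the most common ratio between low FPKM values of different libraries gives their relative depth. Relative to replicate 1 of 10p-HFSCs, the depth was 71.6% in replicate 2 of 10p-HFSCs, 82.9% in replicate 1 of 48p-HFSCs and 46.7% in replicate 2 of 48p-HFSCs, so that low values of the last library are the least precise. The 10 genes with the highest FPKM made up 9.6% and 12.2% of the summed FPKM in 10p-HFSCs, and 11.2% and 16.0% in 48p-HFSCs.
FPKM values were analysed on the log2(FPKM + 1) scale without further scaling between libraries, for the 11018 genes with an FPKM of at least 1 in at least 2 libraries. Groups were compared with limma, whose variance prior followed the mean expression, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called higher or lower at an adjusted p-value under 0.05 together with a log2 difference of at least 1. A fold change on this scale understates the change of a gene with low FPKM. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p-value under 0.333, so significance rested on the variance that limma shares across genes. Across the genes analysed, Pearson's r between replicates was 0.981 for 10p-HFSCs and 0.950 for 48p-HFSCs, and between 0.789 and 0.837 for libraries of different groups. These are correlations across genes, which are not independent replicates. Replicates differed by at least 2-fold in 151 genes of 10p-HFSCs and in 1871 genes of 48p-HFSCs. Part of this difference followed transcript length, in the same direction in both groups. The replicate numbers are shared by the groups. The deviations of same-numbered libraries from their group means had a correlation of 0.408 across genes. Results are therefore also given with the replicate number as a block in the fit. The block leaves each gene 1 residual degree of freedom, so its p-values rest still more on the shared variance. A smaller p-value with the block need not mean a smaller standard error. That of Wnt7a was 0.293 without the block and 0.298 with it, while that of Krt18 fell from 0.566 to 0.36.

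**Figure D1:**
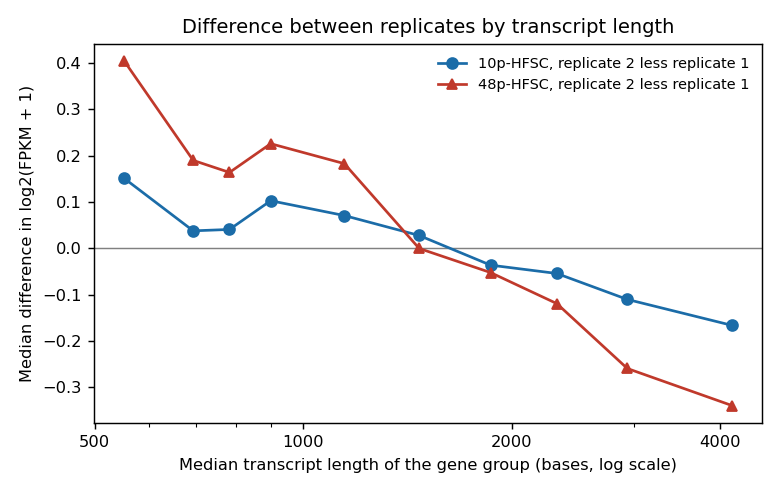
Median difference in log2(FPKM + 1) between replicate 2 and replicate 1, for 10p-HFSCs (circles) and 48p-HFSCs (triangles), in 10 groups of genes ordered by transcript length (median length in bases on a log axis). The difference falls from 0.15 in the group with the shortest transcripts to -0.17 in the group with the longest in 10p-HFSCs, and from 0.40 to -0.34 in 48p-HFSCs.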

Regulatory gene expression related to cellular functions, including proliferation and differentiation, of 10p- and 48p-HFSCs passaged with M-CnT was determined using an RNA-seq method (Fig. 8A). The levels of expression of 2216 genes were found to be significantly increased in the 48p-HFSCs as compared to the 10p-HFSCs, while those of 1703 genes were decreased (Supplementary Fig. S2A−S2D). 

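Of the 11018 genes analysed, 1189 were called higher and 1008 lower in 48p-HFSCs than in 10p-HFSCs (limma, adjusted p-value under 0.05 and at least 2-fold on the log2(FPKM + 1) scale). An unadjusted p-value under 0.05 was found for 4118 genes. With the replicate number as a block, 1613 genes were called higher and 1497 lower, and these included all 2197 genes called without the block. Without any test, the group means differed by at least 2-fold upward in 1682 genes and downward in 1507 genes. The number of genes called higher moved most under rescaling of each library to the same summed FPKM (TPM), to 623 with 812 called lower. Without the filter on low FPKM, 637 genes were called lower. The largest increases among genes whose libraries did not overlap between groups were those of Krt17, Rhox5, Krt18, Lgals7 and Bcl2l15. Lgals7 had an FPKM of 0.408 ± 0.401 (SD, n = 2) in 10p-HFSCs and 299.4 ± 73.7 (SD, n = 2) in 48p-HFSCs, a log2 difference of 7.75 (standard error 0.33, limma adjusted p = 0.00056, and 4.3e-09 with the replicate block). Bcl2l15 had an FPKM of 0.109 ± 0.026 (SD, n = 2) in 10p-HFSCs and 205 ± 81.8 (SD, n = 2) in 48p-HFSCs. The largest decreases were those of Rps4l, Vim, Efnb2, Egln3 and Col1a2. Vim, which encodes vimentin, had an FPKM of 306 ± 30.7 (SD, n = 2) in 10p-HFSCs and 2.71 ± 0.52 (SD, n = 2) in 48p-HFSCs, a log2 difference of -6.37 (standard error 0.26, limma adjusted p = 0.00056, and 5.5e-09 with the replicate block). Rps4l was at an FPKM of 176.4 and 206.1 in the 10p-HFSC libraries and was listed at 0 in both 48p-HFSC libraries, and since it is a close copy of Rps4x, reads of one could have been assigned to the other. Col1a2, at 67.6 and 59.3 in 10p-HFSCs, and Egln3, at 69.4 and 61.6, were likewise listed at 0 in both 48p-HFSC libraries. Efnb2 was at 78.5 and 76.0 in 10p-HFSCs, and at 0.17 and 0 in 48p-HFSCs.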

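All 20 genes of Table S2 were called higher in 48p-HFSCs, with limma adjusted p-values from 0.00014 to 0.025 without the replicate block and of 0.00019 or less with it. As these genes are the paper's own calls on the same libraries, this count shows no stability. Of the 20 genes, 14 were listed at 0 in both 10p-HFSC libraries, so that no fold change can be given for them from FPKM values. In 48p-HFSCs these 14 genes ranged from an FPKM of 2.35 for Trim30d in replicate 2 to 76.0 for Nxf7 in replicate 1. None of 13 subunits of RNA polymerase II, 13 Ndufa subunits of complex I and 17 subunits of ATP synthase was listed at 0 in any library. The other 6 genes of Table S2 were Krt17, Rhox5, Krt18, Tmem176a, Wnt7a and Ralgps2. Rhox5, on chromosome X of mm10 from 37804842 to 37808876, had an FPKM of 0.711 ± 0.036 (SD, n = 2) in 10p-HFSCs and 1631 ± 197 (SD, n = 2) in 48p-HFSCs, a log2 difference of 9.89 (standard error 0.25, limma adjusted p = 0.00014). Tmem176a had an FPKM of 0.042 ± 0.060 (SD, n = 2) in 10p-HFSCs and 124 ± 53.9 (SD, n = 2) in 48p-HFSCs. Ralgps2 was at 0.0073 and 0 in 10p-HFSCs, and at 9.90 and 9.79 in 48p-HFSCs. Of the 20 genes with the largest increase on the log2(FPKM + 1) scale, 7 were in Table S2.
Of the 64 genes that Table S3 lists for signaling receptor activator activity, 63 were matched to a gene symbol of the libraries and 54 passed the filter on low FPKM. All 54 had a higher mean in 48p-HFSCs, 45 were called higher over all genes and 53 when p-values were adjusted over the list alone, and 52 were called higher with the replicate block. Since Table S3 holds the paper's calls, this again shows no stability. The log2 differences of the 45 genes ranged from 1.15 for Epha7 to 6.56 for Prl2c3, a gene whose reads could have been split with its near-identical copies Prl2c2 and Prl2c5 in the same list. Tgfb1 was one of the 45 genes.

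**Figure D2:**
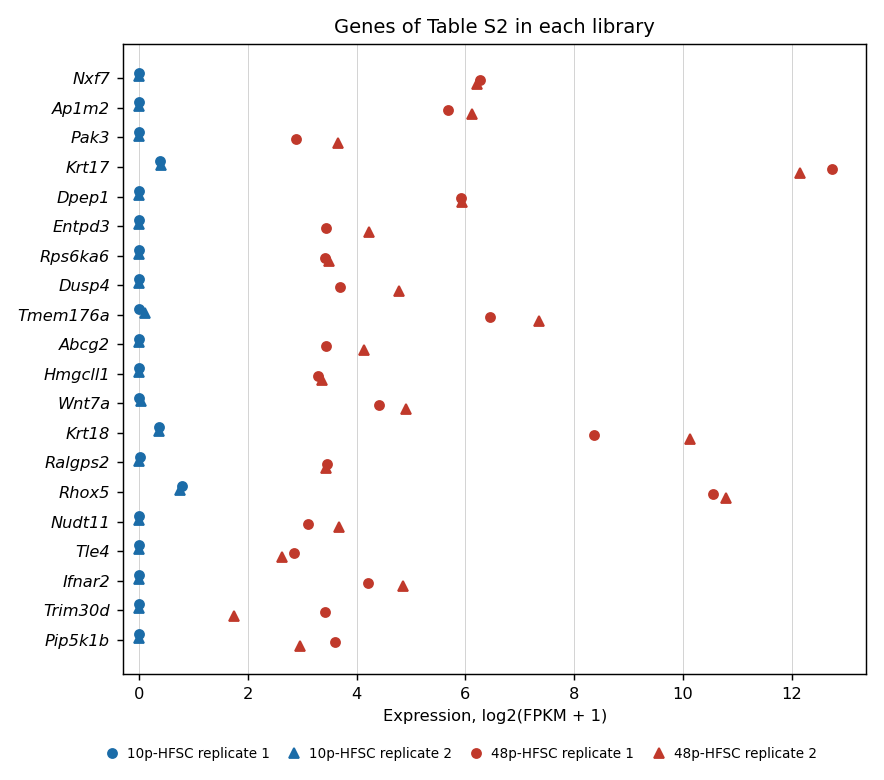
Expression of the 20 genes of Table S2, in the order of that table, on the log2(FPKM + 1) axis; each point is a library, with 10p-HFSCs in blue and 48p-HFSCs in red. In 14 genes both 10p-HFSC libraries lie at 0, and in every gene both 48p-HFSC libraries lie above both 10p-HFSC libraries.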

The top 20 upregulated genes among differentially expressed genes (DEGs) are shown in Table S2, most of which belonged to pathways that included signaling receptor activator and cytokine activities, signaling receptor binding, and other similar factors (Supplementary Fig. S2E, Supplementary Table S3). On the other hand, gene expressions in signaling pathways known to have influence on maintenance of HFSCs, such as TGF-b, BMP, or Shh, were not significantly changed. 

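Genes of the TGF-b, BMP and Shh pathways, taken as lists of ligands, receptors, intracellular mediators and antagonists, numbered 66, and 38 of them passed the filter on low FPKM. Of these, 9 were called changed between 10p- and 48p-HFSCs, 2 higher and 7 lower (limma, adjusted over all genes). Among all 11018 genes analysed 2197 were called, and the lists were not tested against that share. With p-values adjusted over the 66 genes alone, 12 were called changed, and with the replicate block in the fit 13 were. An unadjusted p-value under 0.05 was found for 18 genes.
In the TGF-b list, 4 of 19 tested genes were called changed. Ltbp3 had an FPKM of 26.9 ± 3.53 (SD, n = 2) in 10p-HFSCs and 0.232 ± 0.028 (SD, n = 2) in 48p-HFSCs, a log2 difference of -4.50 (standard error 0.27, limma adjusted p = 0.00092). Tgfb1 rose from 7.60 ± 0.84 (SD, n = 2) to 23.7 ± 5.01 (SD, n = 2), a log2 difference of 1.51 (standard error 0.28, limma adjusted p = 0.017), which fell to 0.99 and was no longer called under rescaling to TPM. Tgfbr3 and Acvr2b were called lower from FPKM values under 3 in 10p-HFSCs. In the BMP list, 5 of 11 tested genes were called changed. Bmp7 fell from 33.5 ± 3.62 (SD, n = 2) to 8.12 ± 0.76 (SD, n = 2), a log2 difference of -1.92 (standard error 0.25, limma adjusted p = 0.0056). Fst fell from 187 ± 10.8 (SD, n = 2) to 74.6 ± 14.6 (SD, n = 2) and Smad1 from 18.5 ± 0.02 (SD, n = 2) to 5.15 ± 1.19 (SD, n = 2), Bmpr1b fell from an FPKM of 1.22 to 0.0059, and Id2 rose from 4.54 ± 0.11 (SD, n = 2) to 26.7 ± 14.7 (SD, n = 2). The calls of Smad1 and Id2 were lost under rescaling to TPM, with adjusted p-values of 0.055 and 0.16, and that of Id2 also without the filter on low values, with 0.052. In the Shh list, 0 of 8 tested genes were called changed, although 3 had an unadjusted p-value under 0.05, and with the replicate block Sufu (adjusted p = 0.0067) and Gpr161 (adjusted p = 0.0023) were called lower by limma.

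**Figure D3:**
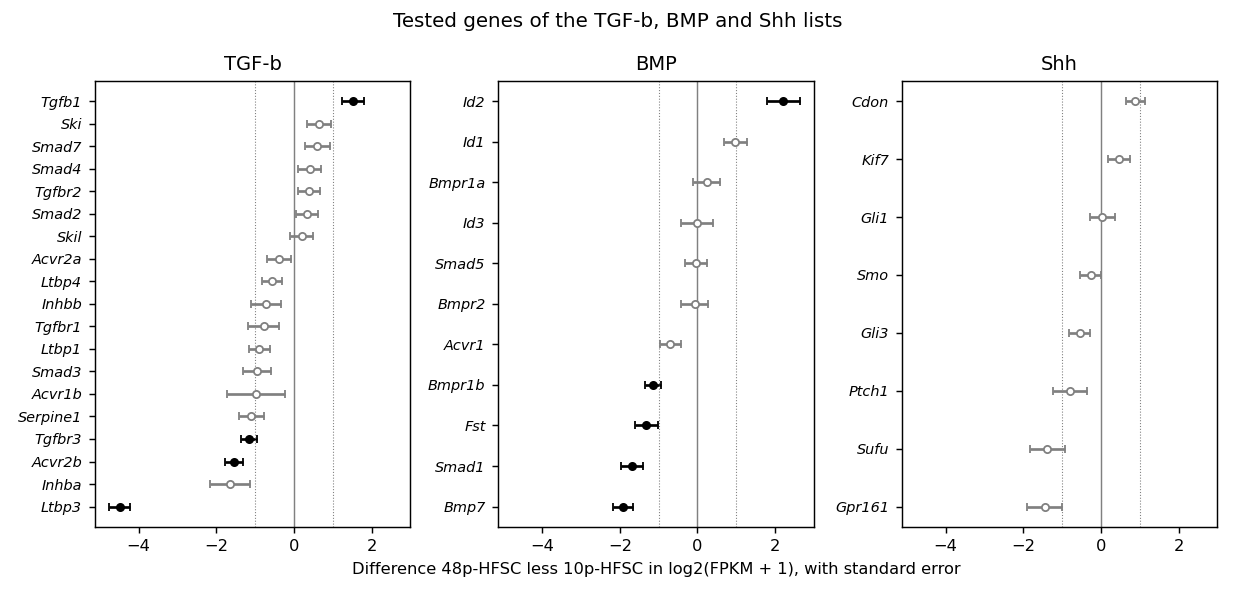
Difference between 48p- and 10p-HFSCs in log2(FPKM + 1), with the standard error of the limma fit, for the tested genes of the TGF-b, BMP and Shh lists. Filled points are the called genes, 4 in the TGF-b list, 5 in the BMP list and 0 in the Shh list, and dotted lines mark a log2 difference of 1 in either direction.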

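Of the 19 Wnt ligand genes of the mouse, 5 passed the filter on low FPKM, and all 5 were called higher in 48p-HFSCs, also when p-values were adjusted over the 19 genes alone and with the replicate block in the fit. They were Wnt4, Wnt7a, Wnt7b, Wnt9a and Wnt10a. Under rescaling to TPM, the count that moved most, 2 were called, Wnt4 and Wnt7a. Wnt7a, on chromosome 6 of mm10 from 91363981 to 91411363, was at an FPKM of 0 and 0.023 in the 10p-HFSC libraries and at 20.3 and 28.9 in the 48p-HFSC libraries, a log2 difference of 4.64 on the log2(FPKM + 1) scale (standard error 0.29, limma adjusted p = 0.00092, and 1.7e-07 with the replicate block). With each library left out in turn, this difference stayed between 4.40 and 4.88. The 10p-HFSC values lie far below the 1 added to each FPKM. Leaving out a 10p-HFSC library could therefore hardly move the difference (4.625 and 4.658), and tells little about its stability. Wnt4 rose from 15.6 ± 3.69 (SD, n = 2) to 99.8 ± 38.5 (SD, n = 2), a log2 difference of 2.57 (standard error 0.36, limma adjusted p = 0.0067). Wnt9a rose from 2.51 ± 0.26 (SD, n = 2) to 10.8 ± 0.42 (SD, n = 2), with an adjusted p of 0.0088 from limma. Wnt7b rose from 13.8 ± 1.44 (SD, n = 2) to 32.6 ± 3.56 (SD, n = 2) and Wnt10a from 23.7 ± 3.48 (SD, n = 2) to 54.4 ± 8.44 (SD, n = 2), log2 differences of 1.18 and 1.16 with limma adjusted p-values of 0.026 and 0.031. Wnt5a was listed at 0 in both 10p-HFSC libraries and was at 2.07 and 0.475 in the 48p-HFSC libraries. It did not pass the filter, and without the filter it was not called (limma adjusted p = 0.14). The other 13 Wnt ligand genes had an FPKM of at most 0.348 in any library.

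**Figure D4:**
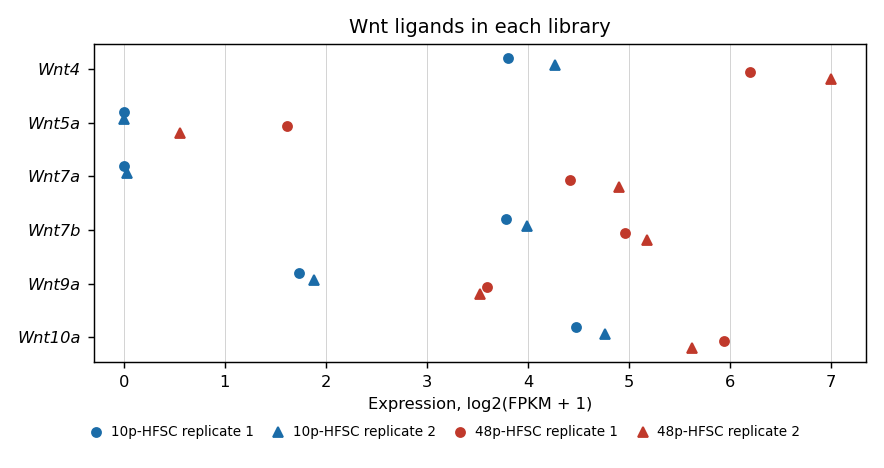
Expression of 6 Wnt ligand genes on the log2(FPKM + 1) axis; each point is a library, with 10p-HFSCs in blue and 48p-HFSCs in red. Both 48p-HFSC libraries lie above both 10p-HFSC libraries in each gene, and Wnt5a stays at an FPKM of 2.07 or less.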

Notably, some Wnt ligands, including *Wnt-4, Wnt-5a, Wnt-7a, Wnt-7b, Wnt-9a*, and *Wnt-10a*, were found to be up-regulated in 48p-HFSCs, with a prominent increase in *Wnt-7a* noted (Supplementary Table S2). Our previous study demonstrated that CD34-positive cells produced Wnt-3a protein, while CD34-negative cells secreted Wif-1 and Dkk-1 proteins as Wnt inhibitors^22^. Therefore, the gene expression of *Wnt-7a* as well as *Wnt-3a*, *Wif-1*, and *Dkk-1* in 10p- and 48p-HFSCs was examined using qRT-PCR. As expected, based on the results of RNA-seq analysis, *Wnt-7a* expression showed a remarkable increase in 48p-HFSCs as compared to 10p-HFSCs, while such an increase was not seen with *Wnt-3a, Wif-1*, or *Dkk-1* (Fig. 8B). Moreover, immunocytochemical results confirmed that Wnt-7a-producing cells were CD34 positive (Fig. 8C) and that nearly all Wnt-7a-immunopositive cells were restricted to the CD34-positive population (Supplementary Fig. S3). Furthermore, ELISPOT assay findings showed a significantly greater number of Wnt-7a-secreting cells among 48p-HFSCs as compared to 10p-HFSCs (Fig. 8D), suggesting that the Wnt-7a production activity of HFSCs acquired during long-term passaged cultures with M-CnT may lead to an altered responsiveness to Wif-1 and Dkk-1, as observed in comparisons between 10p- and 48p-HFSCs (Fig. 7B,C).

**Figure 8:**
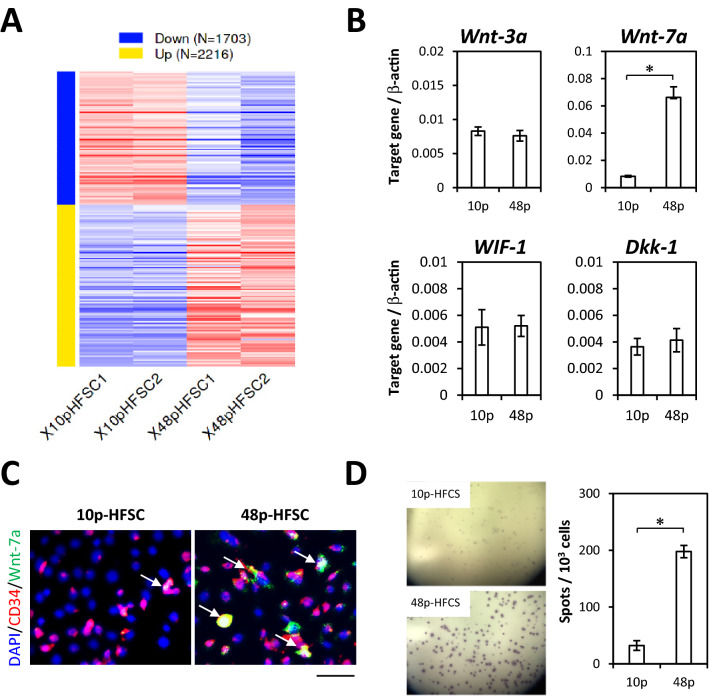
Altered characteristics of HFSCs after long-term passaged culture with M-CnT. (**A**) Heat map of significantly regulated genes in 10p- and 48p-HFSCs passaged with M-CnT during long-term culture produced using RNA-seq method. Data were visualized GO enrichment genes of differentially expressed genes (DEGs) extracted using the online application iDEP (ver. 0.951, http://bioinformatics.sdstate.edu/idep/). (**B**) Gene expression analysis of *Wnt-3a*, *Wnt-7a, Wif-1*, and *Dkk-1* in 10p- and 48p-HFSCs using qRT-PCR. *p < 0.05. (**C**) Immunocytochemical analysis of CD34 (red) and Wnt-7a (green) in 10p- and 48p-HFSCs passaged with M-CnT during long-term culture. Arrows indicate CD34- and Wnt-7a-double immunopositive cells. Scale bar = 50 mm. (**D**) ELISPOT assay of Wnt-7a in 10p- and 48p-HFSCs. *p < 0.05.

## Discussion

Hair follicle stem cells (HFSCs) are localized in the bulge region, and important for maintaining homeostasis and differentiation of follicle epithelial cells, as well as hair morphogenesis^29–31^. Although a method for isolation of HFSCs using CD34/CD49f.-double immunopositivity as well as the characteristics of these cells have been reported^9,11^, few studies have investigated effective culture methods or techniques to yield long-term maintenance of HFSCs in vitro^19–21^. In the present study, three different types of commercially available culture medium were screened by culturing HFSCs without exogenous factors for a short term (up to 10 passages). Among the three tested media, only M-CnT produced a CD34-positive cell population in passaged cultures, with the ratio of that population increased up to 60% by passage 10 and then maintained at a similarly high level up to passage 48.

Based on our prior results as well as those noted in other studies, we considered that it is very difficult or nearly impossible to maintain cultures of HFSCs. In our previous study, CD34-positive cells disappeared within a few days of culture^22^, though addition of Wnt-3a delayed their disappearance. On the other hand, studies that used cytokines, ECM preparations, and bioengineering technology have reported high percentages of CD34-positive cells in cultures. Takeo et al*.* found that mixed additions of various cytokines/growth factors in cultures with collagen matrix brought about a CD34-positivity rate of 96% in mouse HFSC culture experiments^19^. Chen et al*.* also noted a high percentage (> 90%) of CD34-positivity in cultures of mouse or human HFSCs by use of a nanoscale biomimetic ECM composed of gelatin and alginate^32,33^. However, HFSCs passaged for a long term were not used in any of those studies, thus continuous maintenance of HFSCs at a high percentage remains a problem to be solved. In the present study, cultures that used M-CnT alone, a commercially available base medium, without additional reagents or matrix added showed an ability to maintain HFSCs at a relatively high percentage, greater than 60%, up to the 10th passage. Thus, we consider that this simple culture method is useful for selection and concentration of CD34-positive HFSCs cells. Although the complete composition of M-CnT has not been disclosed, the manual from the manufacturer states that the medium contains FGF proteins. Interestingly, FGF proteins were also reported to be contained in cytokine cocktails for original media established by Takeo et al*.*^19^ and Chacon-Martinez et al*.*^20^, suggesting that FGF signaling has an important role in maintenance of HFSCs.

That study presented by Chacon-Martinez et al*.*^20^ demonstrated the importance of a population balance between CD34-positive and -negative cells to provide a suitable microenvironment for HFSCs, which was also noted in our own study^22^, indicating that stem cells can be retained with a stable equilibrium of bidirectional interconversion between CD34-positive and -negative cells in such an environment, along with other influential factors^34,35^. The increased CD34-positive cell population observed in passaged cultures using M-CnT for a long term in the present study might have disrupted the finely controlled balance between CD34-positive and -negative cells, leading to loss of ability for differentiation and HF-induction of HFSCs.

Other reports have noted that CD133 is a marker of tumor-initiating cells (TICs)^36,37^ as well as HFSCs^10,38^. Although tumor generation was not observed in the present mice after transplantation with HFSCs, we examined CD133 gene expression in HFSCs cultured with M-CnT using real-time qRT-PCR (Supplementary Fig. S4). Those findings indicated that the expression of CD133 did not change in HFSCs passaged with M-CnT, suggesting that they had not shifted into TICs.

We also investigated the potential of HFSCs cultured with M-CnT for a long term to differentiate into follicle cells and whether they possessed an ability to form hair follicles. Although both Wnt-3a and Wnt-10b are canonical Wnts, Wnt-10b promotes differentiation of HFSCs^23,24^, while Wnt-3a functions to maintain their undifferentiated state^22^. AE13 and AE15, differentiated follicle cell markers, were detected in 1p- and 10p-HFSCs cultured with M-CnT in the presence of Wnt-10b, but not in 48p-HFSCs (Fig. 5). Along with the loss of differentiation potential as the number of passages increased, patch assay findings showed that HF-forming ability was also undetected or lost over time (Fig. 6). We considered that culturing of HFSCs with M-CnT for a long term might inhibit their potential for differentiation into mature follicle cells as well as their HF-inducing ability by epigenetic regulation of transcriptional factors, such as *Lhx2* and *Sox9*, because up-regulation of some transcription factor genes related to an undifferentiated state is known to be involved in establishment of induced pluripotent stem cells and directly reprogrammed cells^39–42^. Indeed, we observed significant increases in *Lhx2* and *Sox9* gene expression in 48p-HFSCs (Fig. 4), though additional analysis of epigenetic gene regulation of HFSCs cultured with M-CnT is needed to elucidate the mechanism related to this inhibition of differentiation.

In our previous in vitro study that used sequential maintenance of HFSCs with FACS sorting, CD34-positive cells were found to secrete the Wnt-3a, while CD34-negative cells secreted Wnt inhibitors such as Wif1, Dkk1^22^. Therefore, the effects of inhibition of Wnt signaling in HFSCs cultured with M-CnT were investigated in the present investigation, which showed that Wnt inhibitors moderately decreased the population of CD34-positive cells in 10p-HFSCs, while that was decreased in a limited manner in 48p-HFSCs (Fig. 7B, C). Although the expressions of *Wnt-3a* and Wnt signal inhibitors, such as *Wif-1* and *Dkk-1*, did not change in HFSCs after culturing with M-CnT for a long term (Fig. 8B), RNA-seq analysis demonstrated that some Wnts and hair follicle-related genes, including *Krt17* and *Krt18*, were increased in 48p-HFSCs as compared to 10p-HFSCs (Supplementary Table S2 and S3). 

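Krt17, on chromosome 11 of mm10 from 100256217 to 100261029, had an FPKM of 0.306 ± 0.010 (SD, n = 2) in 10p-HFSCs and 5675 ± 1612 (SD, n = 2) in 48p-HFSCs. Its log2 difference of 12.06 on the log2(FPKM + 1) scale (standard error 0.31, limma adjusted p = 0.00014, and 7.7e-11 with the replicate block) was the largest of all genes called higher. Krt18, on chromosome 15 from 102028180 to 102032027, had an FPKM of 0.285 ± 0.00054 (SD, n = 2) in 10p-HFSCs and 724 ± 559 (SD, n = 2) in 48p-HFSCs, a log2 difference of 8.89 (standard error 0.57, limma adjusted p = 0.00092, and 4.5e-09 with the replicate block). The 48p-HFSC libraries differed for Krt18, with 329 in replicate 1 and 1120 in replicate 2, but both lay far above the 10p-HFSC libraries. With each library left out in turn, the log2 difference stayed between 11.76 and 12.35 for Krt17 and between 8.00 and 9.77 for Krt18. The 10p-HFSC values of both genes lie below the 1 added to each FPKM, so leaving out a 10p-HFSC library could move these differences little.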

In those, Wnt-7a expression was remarkably increased (D). 

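By its log2 difference on the log2(FPKM + 1) scale, Wnt7a ranked 43rd among the 1189 genes called higher in 48p-HFSCs. By the plain ratio of mean FPKM, a measure added after the values had been seen, it ranked 6th among the 1084 of these genes that had an FPKM above 0 in 10p-HFSCs. This ratio rests on a single low value, 0.023 in replicate 2 of 10p-HFSCs, as Wnt7a was listed at 0 in replicate 1. Without replicate 2 no ratio can be given. From the increase of Wnt ligands in 48p-HFSCs beside unchanged Wnt inhibitors (Fig. 8B), the paper proposes that Wnts exceed their inhibitors after long-term culture. It proposes that this excess raises the expression of stem cell-related genes such as Lhx2 and Sox9, which rose in its qRT-PCR. It attributes the impaired differentiation to a disturbed balance of Wnt signaling. In these libraries Sox9 did not rise, with an FPKM of 45.6 and 44.2 in 10p-HFSCs and 20.2 and 8.31 in 48p-HFSCs. Lhx2 was at an FPKM of at most 0.024 in any library, too low to show a change.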

Wnt-7a signaling has been reported to be involved in follicle neogenesis^43,44^, and Wnt-7a has also been shown to induce Sox9 expression through activation of b-catenin^45^. The present results suggest that surplus production of Wnts beyond Wnt inhibitors leads to an increase in expression of epithelial stem cell-related genes, such as *Lhx2* and *Sox9*^46–49^, in HFSCs cultured with M-CnT for a long term. Additionally, we consider that the inability to induce differentiation as well as unsuccessful formation of hair follicles seen in our experiments with long-term cultured HFSCs with M-CnT was due to a disrupted balance of Wnt signaling.

## Materials and methods

### Reagents

Mouse Wnt-10b recombinant protein (R&D Systems Inc., Minneapolis, MN) was used in cell cultures at a final concentration of 50 ng/ml. Mouse WIF-1 recombinant protein (R&D Systems Inc.) and XAV-939 (Wako Pure Chemicals ,Osaka, Japan), Wnt signal inhibitors, were used in cell cultures at a final concentration of 1 mg/ml and 1 mM, respectively.

### Mice

Inbred 8-week-old female C3H/HeN and BALB/c nude (*nu/nu*) mice were purchased from Japan SLC (Hamamatsu, Japan), and housed in group cages at the animal facilities of Nara Medical University. Four-week-old adult and postnatal day (PD) 2 C3H/HeN mice were used for preparation of HFSCs and dermal fibroblast cells (DCs), respectively. BALB/c *nude* mice were utilized for in vivo patch assays. The animal experimental protocols were approved by The Animal Care and Use Committee at Nara Medical University (no. 12111). All animal experiments including the surgical steps were performed in accordance with the guidelines of Nara Medical University and Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Preparation of HFSCs by FACS

Adult C3H/HeN mouse whole skin epithelial cells were isolated from dorsal skin areas by trypsin treatment, as previously reported^22^, then single cell suspensions in phosphate buffer were exposed to antibodies directly coupled with fluorochrome for 30 min on ice. Antibodies used for FACS analysis were anti-α6 integrin (CD49f.) or rat IgG2a isotype (control) directly coupled with PE (R&D Systems, Inc.), and anti-CD34 (Bio-Rad; formerly AbD Serotec, Hercules, CA) or rat IgG2a isotype (control) (eBioscience, San Diego, CA) coupled with FITC. After washing twice with phosphate buffer, cell purification was performed using a FACSAria system equipped with the FACS DiVa software package (BD Biosciences, San Jose, CA). HFSCs were gated for single events, then sorted according to the expression of CD49f. and CD34. The purity of sorted cells was determined by post-sort FACS analysis and typically exceeded 95%.

### Culture assay

HFSCs were collected from dorsal skin epithelial cell populations using FACS and suspended with commercially available serum-free culture media, including M-HK, Humedia-KG2 (Kurabo, Osaka, Japan, https://www.kurabo.co.jp/bio/product/products.php?M = T&TID = 169); M-ECG, Epi Cell Growth Medium (Sigma, St. Louis, MO, https://www.sigmaaldrich.com/JP/ja/product/SIGMA/215-500); and M-CnT, CnT-PR (formerly CnT-07) (CELLnTEC, Bern, Switzerland, https://cellntec.com/products/cnt-pr/) at a density of 1 × 10^3^ cells per 35-mm dish, then cultured with one passage per week (Fig. 1). Culture medium was changed every two days. CD49f. + CD34 + cells isolated from dorsal skin epithelial cell populations were termed HFSCs and cells grown after the first culture of HFSCs were termed 1p-HFSCs, then 1p-HFSCs were collected and used for the second and successive cultures, with the same naming rule utilized for subsequent passaged cells.

For “Analysis-1”, cell morphology and proliferation, and CD34 expression were analyzed using 1p-, 2p-, 5p-, and 10p-HFSCs (Fig. 1A), then the most suitable medium for proliferation and maintenance of CD34 expression was selected. Next, for “Analysis-2”, HFSCs were further cultured using the selected medium for a long term, until the end of 48 passages, with 1p-, 10p-, 20p-, and 48p-HFSCs subjected to examinations, including gene expression, immunocytochemistry, and in vivo hair patch assays, in addition to those done in Analysis-1 (Fig. 1B).

### Cell proliferation assay

HFSCs or passaged HFSCs were plated in serum-free culture medium at a density of 1 × 10^3^ in 35-mm dishes, and cultured for seven days. Cell numbers were determined using the trypan blue exclusion method.

### BrdU proliferation assay

To examine BrdU proliferation, 1p-, 10p-, 20p-, and 48p-HFSCs were separately plated in serum-free culture medium at a density of 1 × 10^3^ in 96-well plates, and cultured for two days. Subsequently, BrdU (5-bromo-2′-deoxyuridine) was added and incubation was continued for an additional 24 h. BrdU incorporation was detected using a Cell Proliferation ELISA BrdU (colorimetric) kit (Roche, Sigma-Aldrich).

### Flow cytometry

HFSCs cultured in vitro were collected, then single cells were suspended in phosphate buffer and exposed to antibodies (CD34, CD49f., or isotype controls) for 30 min on ice. After washing twice with phosphate buffer, cells were gated for single events and CD49f.-immunopositive cells using a FACSCalibur (BD Biosciences). Analysis of CD34-immunopositive cells as an undifferentiated marker of HFSCs was then performed.

### Real-time qRT-PCR

Total RNA (1 µg) was extracted from cultured cells using TRIzol reagent (Invitrogen). Reverse transcription and qPCR were performed with a SYBR PrimeScript RT-PCR Kit II (TaKaRa), according to the manufacturer’s instructions, using primers purchased from TaKaRa Bio, Inc. (Supplementary Table S1). Target gene PCR product amounts were calculated relative to the internal control (β-actin), then compared between the experimental and control groups using the ΔΔCT method.

### In vitro differentiation of HFSCs

For examination of in vitro differentiation, 1p-, 10p-, 20p-, and 48p-HFSCs were separately plated in serum-free culture medium, with or without 50 ng/ml Wnt-10b, at a density of 1 × 10^3^ in 35-mm dishes and then cultured. After cultivation for seven days, observations of cell morphology, as well as immunocytochemical examinations using AE13 and AE15, known markers of cell differentiation, were performed.

### Immunocytochemistry

Immunofluorescence analysis was performed using a standard protocol. Briefly, cells were fixed in 4% paraformaldehyde, then cellular membranes were permeabilized with 0.1% Triton X-100 in PBS containing 1% BSA (TPBS). Detection of CD34- and Wnt-7a positive cells was performed using anti-CD34 (clone B-6) and anti-Wnt-7a (clone E-9) antibodies, respectively (each diluted 1:100) (Santa Cruz, Dallas, Texas). For detection of hair cortex and trichohyalin, the antibodies used were anti-AE13 and AE15, respectively (each diluted 1:50) (Abcam, Cambridge, UK). Following incubation overnight at 4°C and washing with TPBS three times, AlexaFluor546 conjugated anti-mouse secondary antibodies (diluted 1:200, Molecular Probes, Invitrogen) were used to detect primary antibodies. All nuclei were stained with DAPI (Dojindo, Kumamoto, Japan). After incubation for one hour at room temperature and washing with TPBS three times, fluorescence was detected with a fluorescence microscopic imaging system (BZ-X, Keyence, Osaka, Japan). Images obtained were modified using the Photoshop CS software package (Adobe Systems, San Jose, CA) to selectively detect intensely fluorescent cells.

### In vivo patch assays

For hair reconstitution examinations, in vivo patch assays were performed as previously described by O. Veraitch, et al.^50^, with minor modifications. HFSCs passaged for a short or long term (10p and 48p-HFSCs, respectively), or epidermal cells (Epi) prepared from PD 2 C3H/HeN mice (control) were subjected to the assay. Dermal cells (DCs) containing dermal papilla cells were obtained from PD 2 C3H/HeN mice. Appropriate cell combinations (epithelial cells: HFSCs or Epi and/or DCs; cell number of each 2 × 10^6^) were mixed, washed with PBS, and re-suspended in 100 μl of PBS, then subcutaneously injected into BALB/c nude (*nu/nu*) mice. At four weeks after transplantation, skin tissues were harvested, fixed with 4% PFA, and embedded in OCT compound. Sections were prepared using a cryostat and stained with hematoxylin–eosin (H&E), then the number of mature hair follicles per mm^2^ in reconstituted skin was counted.

### Assay for HFSC responsiveness to Wnt signaling

To investigate the responsiveness of HFSCs to Wnt signaling, 10p- and 48p-HFSCs were separately plated in serum-free culture medium, with or without 1 mg/ml WIF-1 or 1 mM XAV-939, at a density of 1 × 10^3^ in 35-mm dishes. Addition of the inhibitors was performed on day 0, 2, or 4 (Fig. 7A). After cultivation for seven days, CD34-immunopositive cells were detected by flow cytometry.

### RNA-seq

Total RNA was extracted with TRIzol reagent (Invitrogen), according to the manufacturer's protocol, while library preparation was performed based on the manufacturer’s instructions using a TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA). Sequencing was performed with an Illumina NovaSeq 6000 platform in 101 bp single-end mode, with sequenced reads mapped to the mouse reference genome sequences (mm10) using TopHat (ver. 2.1.1) in combination with Bowtie2 (ver. 2.3.5.1) and SAMtools (ver. 1.2). The number of fragments per kilobase of exon per million mapped fragments (FPKMs) was calculated using Cufflinks (ver. 2.2.1). Access to raw data related to this study was provided under Gene Expression Omnibus (GEO) accession number GSE201445. Data were analyzed and heat maps, MA and scatter plots, and pathway clusters were generated using the online application iDEP (ver. 0.951, http://bioinformatics.sdstate.edu/idep/).

### ELISPOT assays

ELISPOT assays were performed as previously reported^22^. Millicell membranes, on which cells were cultured with M-CnT for 12 h, were washed three times with PBST and blocked with 1% BSA for one hour at 37°C. After washing with PBST, the Millicell wells were pre-treated with a VECTASTAIN ABC kit (Vector Lab., Burlingame, CA) and 10% H_2_O_2_, then subsequently incubated overnight with an anti-Wnt-7a antibody (clone E-9, diluted 1:100, Santa Cruz) at 4 °C. After washing with PBS, the wells were incubated with a biotinylated anti-mouse IgG antibody (1:500; Santa Cruz Biotech) and exposed to a VECTASTAIN ABC kit. Spots were visualized by addition of True Blue™ (SeraCare Life Sciences, Inc.) as a substrate solution. The number of spots in each well was then counted using a stereo dissecting microscope.

### Statistical analysis

Data are expressed as the mean ± SD of three independent experiments. Statistical significance was tested using Student’s *t* or Tukey’s test using GraphPad Prism 8.4.3 (GraphPad Software, San Diego, CA). *P* values < 0.05 were considered to indicate statistical significance.

## Supplementary Information

Supplementary Information.

## Data Availability

RNA-seq raw data have been uploaded to Gene Expression Omnibus (GEO) with accession number GSE201445. The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: Impaired differentiation potential of CD34-positive cells derived from mouse hair follicles after long-term culture
**Source:** Sci Rep. 2022 Jun 30;12:11011. doi: 10.1038/s41598-022-15354-9
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary Information**

### **Impaired differentiation potential of CD34-positive cells derived from mouse hair follicles after long-term culture**

Yukiteru Ouji, Masayasu Misu, Tomotaka Kitamura, Daisuke Okuzaki, Masahide Yoshikawa

- \* Supplementary Figures (Fig. S1 – S4)
- \* Supplementary Tables (Table S1 — S3)

## Supplementary Fig. S1.

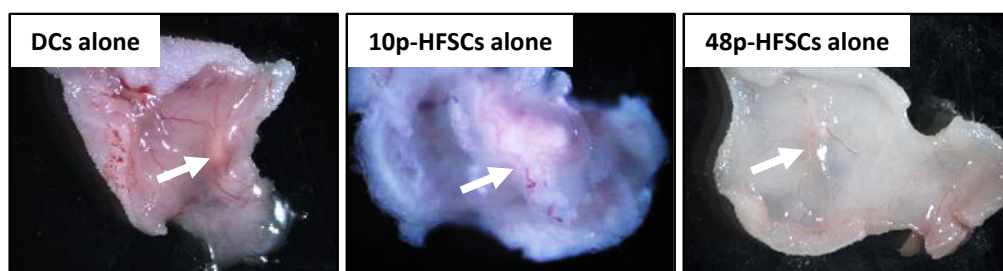

**Images of skin tissues following transplantation with DCs or HFSCs**  
Transplantation of DCs, 10p-, or 48p-HFSCs alone also resulted in no hair induction. Arrows indicate transplantation points.

# Supplementary Fig. S2.

**A**

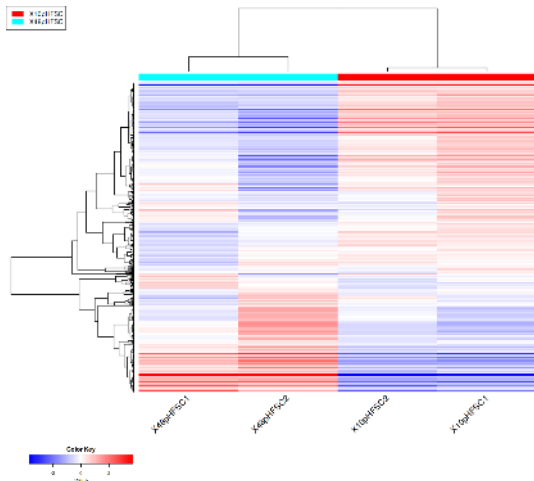

**B**

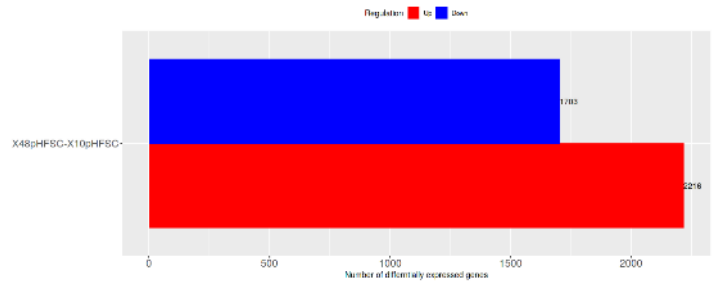

**C**

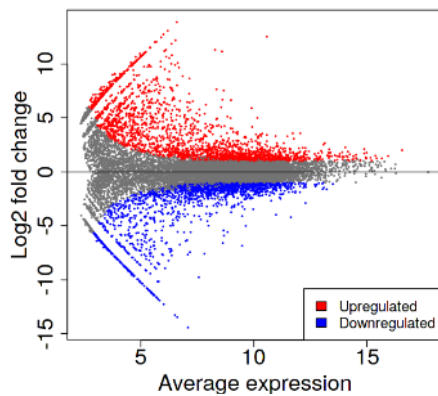

**D**

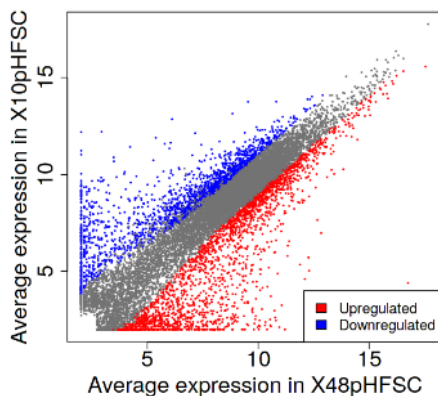

**E**

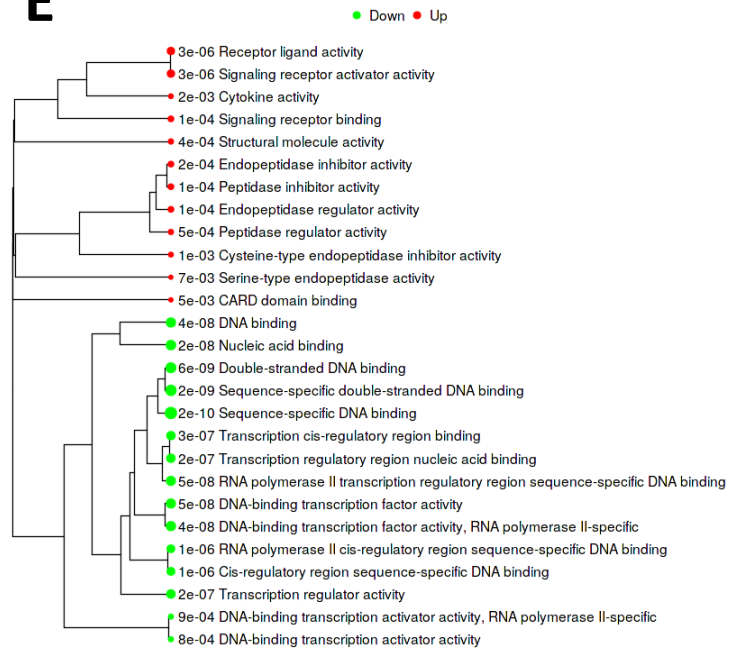

## RNA-seq analysis for 10p- and 48-HFSCs

(A) Heat map visualized raw count data using online application iDEP (ver. 0.951, <http://bioinformatics.sdstate.edu/idep/>).

(B) Identified differentially expressed genes (DEGs) were extracted using DESeq2. There were 2216 up-regulated and 1703 down-regulated genes.

(C, D) Significantly up or down-regulated genes were visualized by colored dots (red or blue, respectively) in MA plot (C) and scatter plot (D).

(E) Cluster of pathways enriched in DEGs.

## Supplementary Fig. S3.

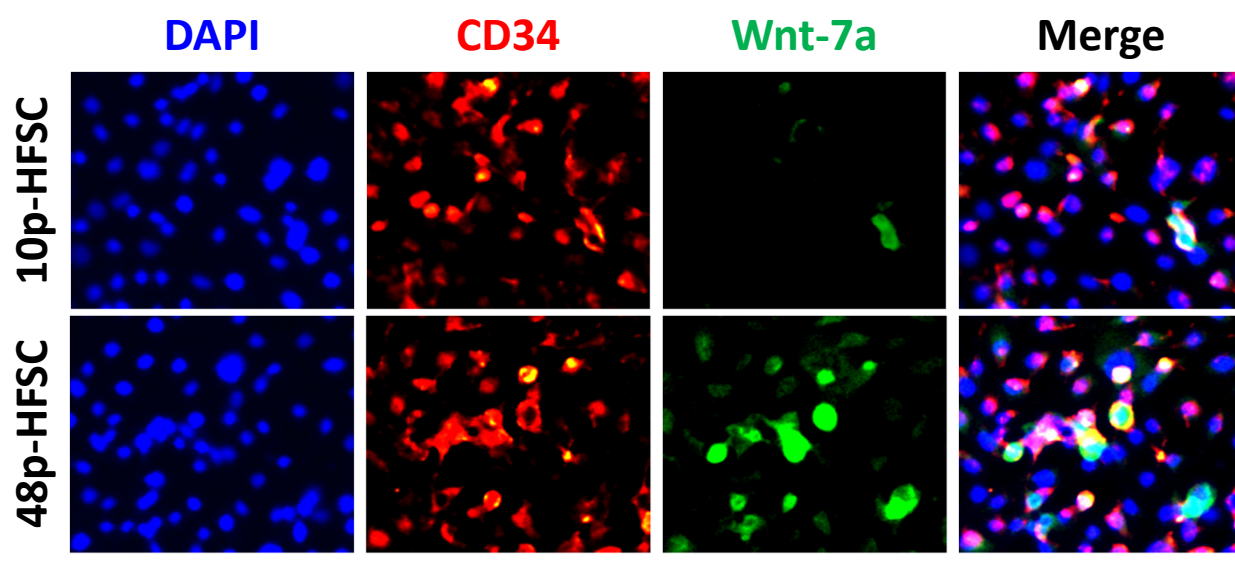

### Immunocytochemical analysis of CD34 and Wnt-7a in 10p- and 48-HFSCs

Cells with Wnt-7a expression (green) and CD34-immunopositive cells (red) were detected. There was an increased in Wnt-7a-immunopositive cells among the 48p-HFSCs as compared to the 10p-HFSCs. Scale bar = 50  $\mu$ m.

## Supplementary Fig. S4.

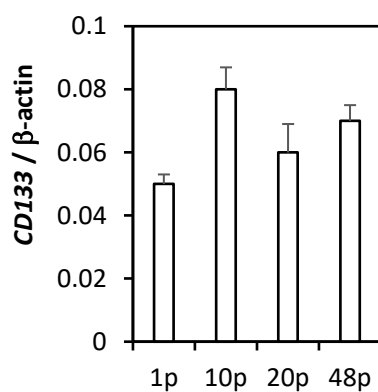

### **CD133 expression in HFSCs cultured with M-CnT for long term**

CD133 gene expression in HFSCs cultured with M-CnT was examined using real time qRT-PCR. The level of CD133 expression did not remarkably change during the passaged cultures.

# Supplementary Table S1

**List of gene-specific primers used for real-time qRT-PCR**

| Gene                            | Forward primer seq.       | Reverse primer seq.     | Size of product (bp) | GeneBank accession no. |
|---------------------------------|---------------------------|-------------------------|----------------------|------------------------|
| <i>CD34</i>                     | ACATGTGGTGGCTGACACAGAAC   | CATGAGCTGAAGGCAGCATGA   | 107                  | NM_001111059.1         |
| <i>Krt15</i>                    | CCGAGATTGGTACCAGAAGCAGA   | GCGCGAGTTGTCAATGGTG     | 118                  | NM_008469.2            |
| <i>Lhx2</i>                     | GGCAGATCTGGCAGCTTACAA     | GCGCAAGCTGCTTCAAGTC     | 200                  | NM_010710.4            |
| <i>Sox9</i>                     | GGACAACACATGCCTCTGCAA     | TCTCCAGCCACAGCAGTGAGTAA | 110                  | NM_011448.4            |
| <i>Wnt-3a</i>                   | GGACACAGTCAAGCCGCAGA      | CACTTCAGGCCAGACAGACACTA | 140                  | NM_009522.2            |
| <i>Wnt-7a</i>                   | CGGACGCTCATGAACTTACACAA   | GGTACAGGAGCCTGACACACCA  | 102                  | NM_009527.4            |
| <i>Wif-1</i>                    | GCACGGCAGACACTGCAATAA     | AAAGGCTGTGAACCCGGTGTA   | 198                  | NM_011915.2            |
| <i>Dkk-1</i>                    | CAGGTGTGCACCAAGCACAA      | TCTGGCAGGTGTGGAGCCTA    | 142                  | NM_010051.3            |
| <i>CD133</i>                    | TGTTAATGGCATTCTGTGTGGCTA  | CCTCTGAATCCATCCTGCGATA  | 143                  | NM_001163577.1         |
| <i><math>\beta</math>-actin</i> | CATCCGTAAAGACCTCTATGCCAAC | ATGGAGCCACCGATCCACA     | 171                  | NM_007393.4            |

## Supplementary Table S2

**List of top 20 upregulated  
genes enriched in DEGs**

| Gene symbol     | log2 fold change |
|-----------------|------------------|
| <i>Nxf7</i>     | 13.86330445      |
| <i>Ap1m2</i>    | 13.06909047      |
| <i>Pak3</i>     | 12.7425168       |
| <i>Krt17</i>    | 12.54095722      |
| <i>Dpep1</i>    | 12.18389783      |
| <i>Entpd3</i>   | 12.05993827      |
| <i>Rps6ka6</i>  | 12.05296809      |
| <i>Dusp4</i>    | 12.0116354       |
| <i>Tmem176a</i> | 11.85839324      |
| <i>Abcg2</i>    | 11.5189237       |
| <i>Hmgcll1</i>  | 11.50773172      |
| <i>Wnt7a</i>    | 11.31055116      |
| <i>Krt18</i>    | 11.31048329      |
| <i>Ralgps2</i>  | 11.19839922      |
| <i>Rhox5</i>    | 11.16325328      |
| <i>Nudt11</i>   | 11.11327813      |
| <i>Tle4</i>     | 11.08667591      |
| <i>Ifnar2</i>   | 11.04498581      |
| <i>Trim30d</i>  | 10.96309808      |
| <i>Pip5k1b</i>  | 10.96218245      |

# Supplementary Table S3

## List of pathways enriched in DEGs

| Direction      | adj.Pval | nGenes | Pathways                                                                        |
|----------------|----------|--------|---------------------------------------------------------------------------------|
| Up-regulated   | 3.18E-06 | 64     | Signaling receptor activator activity                                           |
|                | 3.18E-06 | 64     | Receptor ligand activity                                                        |
|                | 0.000149 | 182    | Signaling receptor binding                                                      |
|                | 0.000149 | 36     | Peptidase inhibitor activity                                                    |
|                | 0.000149 | 38     | Endopeptidase regulator activity                                                |
|                | 0.00017  | 35     | Endopeptidase inhibitor activity                                                |
|                | 0.000397 | 97     | Structural molecule activity                                                    |
|                | 0.000501 | 42     | Peptidase regulator activity                                                    |
|                | 0.001084 | 16     | Cysteine-type endopeptidase inhibitor activity                                  |
|                | 0.001706 | 30     | Cytokine activity                                                               |
|                | 0.004838 | 7      | CARD domain binding                                                             |
|                | 0.006736 | 28     | Serine-type endopeptidase activity                                              |
| Down-regulated | 1.81E-10 | 206    | Sequence-specific DNA binding                                                   |
|                | 1.66E-09 | 189    | Sequence-specific double-stranded DNA binding                                   |
|                | 5.78E-09 | 196    | Double-stranded DNA binding                                                     |
|                | 1.83E-08 | 413    | Nucleic acid binding                                                            |
|                | 3.58E-08 | 153    | DNA-binding transcription factor activity, RNA polymerase II-specific           |
|                | 3.58E-08 | 281    | DNA binding                                                                     |
|                | 4.72E-08 | 161    | RNA polymerase II transcription regulatory region sequence-specific DNA binding |
|                | 4.72E-08 | 159    | DNA-binding transcription factor activity                                       |
|                | 2.03E-07 | 212    | Transcription regulator activity                                                |
|                | 2.32E-07 | 171    | Transcription regulatory region nucleic acid binding                            |
|                | 2.61E-07 | 170    | Transcription cis-regulatory region binding                                     |
|                | 1.06E-06 | 138    | Cis-regulatory region sequence-specific DNA binding                             |
|                | 1.28E-06 | 135    | RNA polymerase II cis-regulatory region sequence-specific DNA binding           |
|                | 0.000766 | 64     | DNA-binding transcription activator activity                                    |
|                | 0.000896 | 63     | DNA-binding transcription activator activity, RNA polymerase II-specific        |

## List of genes with signaling receptor activator activity enriched in DEGs

Wnt9a Pdgfb Sema4f Tgfb1 Jag2 Prl8a9 Ccl8 Csf2 Cxcl16 Ccl6 Sema6a Kitl Efemp1 Wnt5a Wnt7b Slurp1 Fam3b Tslp Sectm1a Il23a Pdgfa Wnt10a Jag1 Il1a EphA7 Sema3c Nppb Lrpap1 Cxcl5 Ppbp Cxcl3 Wnt7a Gas6 Vegfc Il15 Mif Sema3f Cxcl10 Ccl5 Wnt4 Apln Gdf15 Sema6c Metrnl Il18 Il7 Osgin2 Qrfp Cdc42ep2 Flrt2 Igf2 Pthlh Grem2 Lgals3 Ins16 Prl2c5 Uts2b Prl2c3 Prl7c1 Gmfg Prl2c1 Nrg1 Tnfsf18 Prl2c2

Log2 fold change: Wnt9a (2.1), Wnt5a (8.7), Wnt7b (1.2), Wnt10a (1.1), Wnt7a (11.3), Wnt4 (2.6)

How the deposited data were processed for this re-analysis (not part of the article)

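RNA was sequenced from 10p- and 48p-HFSCs, with 2 libraries in each group. The authors mapped single-end reads of 101 bp to the mouse genome mm10 with TopHat 2.1.1, Bowtie2 2.3.5.1 and SAMtools 1.2, and computed the deposited FPKM values, one per gene symbol and library, with Cufflinks 2.2.1. The paper's text does not name the gene annotation, the strand setting or the handling of reads that map to several places. The authors' differential expression was computed with DESeq2 in iDEP 0.951. Read counts were not used here, and FPKM values are not counts, so a test made for counts was not run.

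The 4 libraries listed the same 24346 gene symbols, with no symbol repeated. Chromosome positions, transcript lengths and GC content came from GENCODE release M21, which is built on GRCm38, the assembly that mm10 is another name for. A gene of this annotation was found for 95.8% of the symbols, and a length and GC content for 96.3% of the 11018 genes analysed. Libraries were grouped by passage number and replicate as labelled by the authors, and the pairing by replicate number comes from the same labels. The paper does not state whether same-numbered libraries were prepared together.

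FPKM values were taken to the log2 scale after adding a pseudocount of 1, and genes with an FPKM of at least 1 in at least 2 libraries were kept. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend), with Benjamini-Hochberg adjustment over the 11018 genes, and genes were called at an adjusted p-value under 0.05 and an absolute log2 difference of at least 1. The paper's statistics section gives a limit of 0.05 for p-values of Student's t and Tukey's tests, and the paper's text names no limits for the RNA-seq. The 0.05 was applied here to adjusted p-values, and the fold limit was read from the colored points of Fig. S2C. For gene lists written before the data were examined (Wnt ligands, the TGF-b, BMP and Shh pathways, the genes of Tables S2 and S3, and marker genes of cell types), p-values were also adjusted over the list alone. The lists of interferon-stimulated genes and of imprinted genes were written after the values had been seen. The interferon list was set against 10000 random lists of as many genes, which treats genes as independent.

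The genes named are those that the paper names in its RNA-seq results, tables and qRT-PCR panels, members of the lists that were called, and the 5 largest increases and 5 largest decreases among called genes whose libraries did not overlap between groups. Sufu, Gpr161, Znrf3, Cdkn2a, Cdkn1a, Trp53, Ifnar1, Il10rb, H2-K1, H2-D1, Krt5, Krt8 and Krt14, the members of the imprinted list, and marker genes named beside a test were chosen after their values were seen.

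FPKM values carry no read totals. Where low FPKM values stand for single reads, their ratio between libraries is the inverse ratio of depth. The most common ratio to replicate 1 of 10p-HFSCs, among genes with an FPKM under 0.3 in both libraries, was 1.396 for replicate 2 of 10p-HFSCs (356 of 1801 genes), 1.206 for replicate 1 of 48p-HFSCs (230 of 1311 genes) and 2.141 for replicate 2 of 48p-HFSCs (167 of 927 genes). The precision of low values is therefore lowest in replicate 2 of 48p-HFSCs. The absolute depth is not known, so no counting interval or detection floor is given.

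The limma fit was tested on simulated data. In 10 simulated sets of 11018 genes with the observed means and spread, of which 200 were changed, 84% of genes changed by 3 on the log2 scale and 7.2% of those changed by 1.5 were called, and 5.8% of calls were false. The simulated sets gave both groups the same spread, had independent libraries and changed far fewer genes than were called in the data. These shares therefore describe the simulated sets, and do not give the power or the share of false calls in the data. A gene that was not called may still have changed by a moderate amount.

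Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 1, rescaling to TPM, median-of-ratios scaling, quantile normalization, a constant variance prior, an adjusted p-value under 0.1, no fold limit, the replicate number as a block, another handling of repeated gene symbols, and leaving out each library in turn. Added after the values had been seen were a correction of each library for transcript length and GC content by natural splines with 4 degrees of freedom each, this correction together with the replicate block, and the log2 ratio of mean FPKM without a pseudocount. Other computations used Python 3.11, pandas, numpy and scipy.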

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

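The tests in this part were chosen after the results had been seen. The paper does not report either result.

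Genes on chromosome 8 were lower in 48p-HFSCs as a whole. Relative to the median of all 10612 genes with a chromosome position, the median log2 difference of its 565 genes was -0.57, and 74.5% of them lay below that median. Between replicates of the same group, the largest shift of any of 20 chromosomes was 0.143. When chromosome labels were permuted 10000 times, no shift of chromosome 8 was as large (p = 0.0001, the smallest these permutations can give, adjusted p = 0.00033 over 20 chromosomes). Chromosomes 14 (0.47), 16 (-0.37), 15 (0.34), 5 (-0.30), 3 (0.24), 18 (0.21), 19 (0.17) and 12 (-0.15) also moved by more than any chromosome did between replicates. Neighbouring genes can change together, which permutation of single genes ignores. When the values were instead rotated along the gene order, which keeps neighbours together, 0.14% of 10612 rotations gave a shift as large for chromosome 8 (adjusted p = 0.028), while chromosome 14 had 3.67% and chromosome 5 had 7.25% (adjusted p = 0.36 for both), which goes against clusters of neighbouring genes for chromosome 8 and leaves them open for the others. A single deviating library does not account for it either, since the shift was -0.54 in replicate 1 and -0.58 in replicate 2 of 48p-HFSCs, each against the mean of the 10p-HFSC libraries. After removal of the trend with transcript length and GC content it was -0.56. A scaling factor common to a whole library cannot produce a shift of one chromosome relative to the others. A candidate explanation is a change of chromosome copy number during culture, which predicts a shift along the whole chromosome. All 8 segments of chromosome 8 with equal gene numbers were shifted downward, but all 8 segments were also shifted in the direction of the whole on chromosomes 5, 14, 15 and 16, so that this result is not particular to chromosome 8. Expression values alone do not show copy number, so this remains a hypothesis. A regulatory change over the whole chromosome was not tested, and neither was a difference in copy number between the cell populations from which each group started.

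Interferon-stimulated genes were higher in 48p-HFSCs. Of a list of 28, 25 were tested, their median log2 difference was 2.48, and 17 were called higher. In 22 both 48p-HFSC libraries lay above both 10p-HFSC libraries. Groups that do not differ would give this for 16.7% of genes. Many genes differed here, and the share among all genes was not computed. Between the 10p-HFSC replicates the median difference of these genes was -0.051. In replicate 1 of 48p-HFSCs the median difference from 10p-HFSCs was 3.13, and in replicate 2 it was 1.71. Of 10000 random lists of as many genes, none had a median as high (permutation test, one-sided, p = 0.0001, the smallest these permutations can give). Genes of this list move together and the list was written after the values had been seen, so this p-value describes these libraries only. After correction for transcript length and GC content the median was 2.61, and under TPM rescaling it was 2.35. The count of called genes was less stable. With the replicate block 21 were called higher. Without the filter on low values, Isg15, Ifit2, Ifit3, Oas2, Oasl2, Irf9, Stat2, Mx1 and Rtp4 were no longer called (limma adjusted p from 0.057 to 0.11). Of 5 leukocyte markers, Ptprc, Cd3e and Tyrobp had an FPKM of at most 0.071 in any library, which goes against RNA from leukocytes, but the other 2 were called higher, Cd74 from 0.34 and 0.20 to 61.2 and 102 and Lyz2 from 0.29 and 0.48 to 3.04 and 1.96 (limma adjusted p = 0.023 for Lyz2). The genes H2-K1 and H2-D1 of the major histocompatibility complex rose too, from 0.068 and 0.047 to 40.9 and 66.3, and from 0.73 and 1.16 to 25.5 and 42.3. The receptor gene Ifnar2, which is in Table S2, was listed at 0 in both 10p-HFSC libraries and was at 17.5 and 27.7 in 48p-HFSCs, and its neighbour Il10rb was listed at 0 in both and was at 10.5 and 7.88, while Ifnar1 was at 5.00 to 5.77 in all 4 libraries. The lack of Ifnar2 transcript may have kept these genes low in 10p-HFSCs, but with 2 groups this cannot be told apart from any other change that accompanied the passages, and neither can exposure of the cultures to interferon or a virus, which was not tested.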

How the results depend on the processing

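The alternatives are those listed in the processing summary. The correction for length and GC content, alone or with the replicate block, and the ratio without a pseudocount were chosen after the values had been seen. Symbols were not repeated in the libraries, so the handling of repeated symbols could not move any result.

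Under the alternatives set before the data were examined, other than TPM rescaling and the removal of the filter, the number of genes called higher ranged from 1076 to 1613 and the number called lower from 885 to 1497, against 1189 and 1008. Rescaling to TPM gave 623 higher and 812 lower, a share of 43.4% higher against 54.1%, and without a test 1003 genes at least 2-fold higher and 3270 lower, against 1682 and 1507. TPM rescaling moved the median log2 difference of all genes from -0.034 to -0.557. It also divided the 48p-HFSC replicates by unlike sums, 666018 and 1414953. This sets apart FPKM values that were nearly equal in these replicates, such as 11.1 and 10.5 for Wnt9a. How much this added spread contributed to the lost calls was not tested. Without the filter on low values 816 genes were called higher and 637 lower among 16679 tested, and the cause was not tested. Of the 1189 genes called higher, 584 were also called under TPM rescaling and 800 without the filter.

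With the replicate number as a block, 1613 genes were called higher and 1497 lower, including all 2197 genes called without the block. Same-numbered libraries deviated together (correlation 0.408 across genes, and 0.343 after the correction for length and GC content). After this correction 1225 genes were called higher and 1183 lower, and with the correction and the block together 1513 and 1561. Of the 2197 genes, 2060 were still called in the same direction after the correction alone and 2083 with the block as well.

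The count of Wnt ligand genes called higher was 5 under every alternative except TPM rescaling, which gave 2. Wnt7b, Wnt9a and Wnt10a were the 3 no longer called, with log2 differences of 0.63, 1.33 and 0.60, each still above the TPM median of -0.557. The log2 difference of Wnt7a was called under every alternative that has a test and ranged from 4.29 after the correction for length and GC content to 7.78 with a pseudocount of 0.1. Its log2 ratio of mean FPKM without a pseudocount was 11.07. The count of TGF-b, BMP and Shh genes called changed ranged from 6 under TPM rescaling to 13 with the block, against 9, that of Table S2 genes from 19 to 20, and that of Table S3 genes from 31 to 52, against 45.

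With 2 libraries per group, leaving out a library leaves a group of 1, so no test was possible. Across the 4 sets that each left out one library, the log2 difference of Wnt7a ranged from 4.40 to 4.88, the genes at least 2-fold higher from 1382 to 2229, and those at least 2-fold lower from 1166 to 2145. The highest counts came without replicate 1 of 48p-HFSCs and the lowest without replicate 2. Among the genes discussed one by one, the differences of Krt15, Ifnar1 and Nkd2 changed sign with a library left out. So did those of some other members of the gene lists, such as Bmpr1a, Bmpr2, Id3, Gli1 and Acvr1b, which were not called. Under the alternatives with a test, 55 of 1140 results for named genes were weaker, 27 of them under TPM rescaling and 20 without the filter, and 9 were stronger. The difference of Ifnar1 reversed to 0.068 under quantile normalization and was not called (limma adjusted p = 0.85, and from 0.65 to 0.96 over its alternatives).

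The depth of the libraries limits the genes with low FPKM. Values of replicate 2 of 48p-HFSCs, at 46.7% of the depth of replicate 1 of 10p-HFSCs, are the least precise, and genes listed at 0 give no fold change.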

Differences from the paper's values

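The paper's count of genes increased in 48p-HFSCs is 2216, against 1189 here, and its count of genes decreased is 1703, against 1008 here. Among the alternatives set before the data were examined, the replicate block brought both counts within 1.5 times the paper's (1613 and 1497). The number of decreased genes also came within 1.5 times under quantile normalization (1261) and with an adjusted p-value under 0.1 (1303), while no other alternative closed either gap. Of the alternatives added after seeing the values, the correction for length and GC content with the replicate block came within it for both counts (1513 and 1561), and the correction alone for the decreased genes (1183).

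The log2 fold changes of Table S2 are larger than those on the log2(FPKM + 1) scale. For Krt17 the paper's value is 12.54095722 and the value here 12.06, for Tmem176a 11.85839324 and 6.84, for Wnt7a 11.31055116 and 4.64, for Krt18 11.31048329 and 8.89, for Ralgps2 11.19839922 and 3.43, and for Rhox5 11.16325328 and 9.89. Among the alternatives set before the data were examined, a pseudocount of 0.1 brought Krt18 within the replicate SD of the paper's value, and leaving out replicate 2 of 48p-HFSCs did so for Krt17, while none closed the gap for Tmem176a, Wnt7a, Ralgps2 or Rhox5. The log2 ratio of mean FPKM without a pseudocount, chosen after seeing the values, was 14.18 for Krt17, 11.52 for Tmem176a, 11.07 for Wnt7a, 11.31 for Krt18, 11.40 for Ralgps2 and 11.16 for Rhox5. The other 14 genes of Table S2 were listed at 0 in both 10p-HFSC libraries, so that no fold change was set beside the paper's. For Wnt9a the paper's value in Table S3 is 2.1 and the value here 1.75. A pseudocount of 0.1 brought it within the replicate SD, none of the other alternatives set before the data were examined did, and the ratio without a pseudocount, chosen after seeing the values, was 2.11.

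The paper states that gene expression in the TGF-b, BMP and Shh pathways did not change significantly. Here 9 of 38 tested genes of these pathways were called changed, 4 in the TGF-b list, 5 in the BMP list and 0 in the Shh list. Tgfb1, one of them, is also in the paper's Table S3. Among all 11018 genes analysed 2197 were called, and the pathway lists were not tested against that share. Calls of single genes therefore do not decide on a statement about whole pathways. The paper names Wnt-5a among the increased Wnt ligands. Wnt5a did not pass the filter on low FPKM here, and without the filter it was not called (limma adjusted p = 0.14). This was the only setting that tested it. The paper reports Lhx2 and Sox9 as increased in 48p-HFSCs by qRT-PCR. Here Sox9 was called lower (limma adjusted p = 0.039), a call lost without the filter (limma adjusted p = 0.085). Lhx2 was at an FPKM of at most 0.024 in any library. Cd34, which the paper reports as maintained by qRT-PCR, was at most 0.234.

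The paper orders Table S2 by its log2 fold change, and 7 of its 20 genes were among the 20 largest increases on the log2(FPKM + 1) scale.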

Other observations

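The explanations tested here were chosen after the results had been seen, except the grouping of libraries, the sex of the donors and RNA from fibroblasts, melanocytes or leukocytes, which were set before the data were examined.

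The 4 libraries can be split into 2 and 2 in 3 ways. Of these, 1 gave as many called genes as the split by passage, namely that split itself. The split by replicate number gave 0 called genes, with 37 genes at an unadjusted p-value under 0.05, and the remaining split, which parts same-numbered libraries as the real one does, gave 0 with 5 such genes. With 3 splits no share under 0.05 is possible, so this count cannot decide on a grouping by chance. Across the 11018 genes, Pearson's r was 0.981 and 0.950 between replicates, and from 0.789 to 0.837 between libraries of different groups. These values argue against random variation between single libraries as the source of the difference, for the genes analysed. They do not show what set the groups apart.

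Several sources of the difference between 10p- and 48p-HFSCs were tested. The highest FPKM of Xist, Ddx3y, Eif2s3y, Kdm5d and Uty in any library was 0.0083, so that these genes had no signal in either group and cannot tell whether the donors differed in sex. RNA from fibroblasts would move fibroblast markers together, but 2 of 10 were at an FPKM of at least 1 in some library and moved by more than 1 on the log2 scale, Col1a2 downward and Twist2 upward, and the other 8 stayed under 1 in all libraries. Lum, Dcn and Thy1 were listed at 0 in all of them. Below that level, Col1a1 fell in the direction of Col1a2, from 0.903 and 0.744 to 0.053 and 0.047, and so did Pdgfra and Postn. Fbn1 rose, from 0 and 0.007 to 0.097 and 0.065. In all, 4 of 10 markers were lower in both 48p-HFSC libraries than in both 10p-HFSC libraries. Groups that do not differ would give this for 16.7% of genes, and the share among all genes was not computed. The reverse held for 2 markers, Twist2 and Fbn1. The markers do not all move together, but a small amount of fibroblast RNA in 10p-HFSCs is not excluded by these values. Vim, which is not in this list, fell as well. Of 10 melanocyte and leukocyte markers, 3 were at an FPKM of at least 1 in both 48p-HFSC libraries and higher by more than 1 on the log2 scale (Tyr, Cd74 and Lyz2). Pmel passed 1 in replicate 2 of 48p-HFSCs alone, at 1.36, and the other 6 stayed under 1 in all libraries.  A cell line of another tissue in place of keratinocytes would lack genes of keratinocyte identity, but the lowest FPKM of 10 such genes, among them Krt5, Krt14, Epcam and Trp63, was 20.8 in any library. A trend with transcript length or GC content does not account for most calls, since 93.8% of the called genes were still called in the same direction after its removal. Another line or stock of keratinocytes in one group, or a strain difference, was not tested.

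Genes expressed in one group and near 0 in the other were found in both directions. With an FPKM above 5 in both libraries of a group and under 0.1 in both of the other, 60 genes were on only in 48p-HFSCs and 65 only in 10p-HFSCs. Among genes of imprinted loci, Snrpn was at 0 and 0.020 in 10p-HFSCs and at 12.7 and 26.1 in 48p-HFSCs, while Phlda2 was at 42.2 and 49.8 in 10p-HFSCs and listed at 0 in both 48p-HFSC libraries. The keratin genes Krt17 and Krt18 were under 0.32 in both 10p-HFSC libraries, where Krt5 was at 1805 and 1473 and Krt8, whose product pairs with that of Krt18, was at 377 and 323. No explanation was tested for these values.

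The 48p-HFSC replicates differed by at least 2-fold in 1871 of 11018 genes, against 151 for the 10p-HFSC replicates. Lower depth of replicate 2 of 48p-HFSCs does not account for this, since among genes with a mean FPKM of at least 10, where counting noise is small, 16.9% still differed by 2-fold. After correction for transcript length and GC content, 14.3% of all 11018 genes still differed by 2-fold, so that these trends may explain part of the difference. A true difference between the cultures cannot be told apart from other effects of library preparation.

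Wnt ligand mRNAs rose in 48p-HFSCs, and the hypothesis that canonical Wnt signaling in the cells rose with them predicts higher expression of its feedback targets Axin2, Lef1, Tcf7, Nkd1, Nkd2, Rnf43, Znrf3, Lgr5 and Sp5. Of these 9 genes, only Rnf43 and Znrf3 passed the filter on low FPKM and were tested, and the other 7 stayed under 1 in all libraries. Of the 2 tested genes, 0 were called higher by limma, 0 were higher at an unadjusted p-value under 0.05, and both were lower, Rnf43 at 6.73 and 6.15 in 10p-HFSCs and at 2.15 and 1.10 in 48p-HFSCs (limma adjusted p = 0.022, and 0.0016 with the replicate block) and Znrf3 at 6.75 and 5.73, and at 3.20 and 1.24 (adjusted p = 0.067, and 0.0071 with the block). The call of Rnf43 was lost under TPM rescaling and without the filter, with the same direction, and its adjusted p ranged from 0.00017 to 0.081 over its alternatives. After correction for transcript length and GC content, the log2 difference of Znrf3 was -0.965, and it was not called, with or without the block. Axin2 was listed at 0 in all 4 libraries. Neither of the 2 tested genes rose. Lef1, which was not tested, was listed at 0 in both 10p-HFSC libraries and was at 0.056 and 0.050 in 48p-HFSCs. Other branches of Wnt signaling were not tested.

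Of the 20 genes of Table S2, 5 are on chromosome X (Nxf7, Pak3, Rps6ka6, Rhox5 and Nudt11), against 3.2% of all 10612 genes analysed that have a chromosome position (Fisher's exact test, two-sided, p = 0.00033). Of all genes called higher, 4.2% were on chromosome X. As the test was made because these genes had been noticed, an excess of X-linked genes among the largest increases is only a hypothesis.

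The paper measured further genes by qRT-PCR, and their FPKM values are given here for the same passages. Cd34 was at 0.145 and 0.234 in 10p-HFSCs and at 0.104 and 0.093 in 48p-HFSCs. The paper reports its mRNA as maintained by qRT-PCR, and most cells of both passages as CD34-immunopositive. Lhx2, which the paper reports as increased in 48p-HFSCs by qRT-PCR, was at 0.024 and 0 in 10p-HFSCs and listed at 0 in 48p-HFSCs. Neither gene passed the filter on low FPKM. Sox9, which the paper reports as increased in 48p-HFSCs by qRT-PCR, was at 45.6 and 44.2 in 10p-HFSCs and at 20.2 and 8.31 in 48p-HFSCs (limma adjusted p = 0.039, and 0.00086 with the replicate block), although its adjusted p ranged from 9.1e-05 to 0.085 over its alternatives and was highest without the filter on low values. Krt15 was at 136 and 82.6 in 10p-HFSCs and at 425 and 18.8 in 48p-HFSCs, so that its replicates disagree in direction. Prom1 was listed at 0 in 10p-HFSCs and was at 0.117 and 0.031 in 48p-HFSCs. Wnt3a was at 0.019 and 0 in 10p-HFSCs and listed at 0 in 48p-HFSCs, and Wif1 and Dkk1 were listed at 0 in all 4 libraries.

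Of 4 cell-cycle inhibitor genes listed before the values were seen, 1 was called higher over all genes, Cdkn2b, which rose from 29.7 ± 5.26 (SD, n = 2) to 115 ± 6.53 (SD, n = 2), a log2 difference of 1.92 (limma adjusted p = 0.0065, and 0.00017 with the replicate block). With the replicate block, or with p-values adjusted over the list alone, Cdkn2a and Cdkn1a were called higher as well, with log2 differences of 1.12 and 1.14 (limma adjusted p = 0.076 and 0.059 without the block, and 0.010 and 0.016 with it). After correction for transcript length and GC content their log2 differences were 0.89 and 0.95, and neither was called, with or without the block. Trp53 was not called (log2 difference -0.45, limma adjusted p = 0.24, and 0.23 with the block). No explanation was tested for these values.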
